# Epigenetic modifier balances Mapk and Wnt signalling in differentiation of goblet and Paneth cells

**DOI:** 10.26508/lsa.202101187

**Published:** 2022-01-21

**Authors:** Johanna Grinat, Frauke Kosel, Neha Goveas, Andrea Kranz, Dimitra Alexopoulou, Klaus Rajewsky, Michael Sigal, A Francis Stewart, Julian Heuberger

## Abstract

Differentiation and lineage specification are controlled by cooperation of growth factor signalling. The involvement of epigenetic regulators in lineage specification remains largely elusive. Here, we show that the histone methyltransferase Mll1 prevents intestinal progenitor cells from differentiation, whereas it is also involved in secretory lineage specification of Paneth and goblet cells. Using conditional mutagenesis in mice and intestinal organoids, we demonstrate that loss of Mll1 renders intestinal progenitor cells permissive for Wnt-driven secretory differentiation. However, Mll1-deficient crypt cells fail to segregate Paneth and goblet cell fates. Mll1 deficiency causes Paneth cell-determined crypt progenitors to exhibit goblet cell features by unleashing Mapk signalling, resulting in increased numbers of mixed Paneth/goblet cells. We show that loss of Mll1 abolishes the pro-proliferative effect of Mapk signalling in intestinal progenitor cells and promotes Mapk-induced goblet cell differentiation. Our data uncover Mll1 and its downstream targets Gata4/6 as a regulatory hub of Wnt and Mapk signalling in the control of lineage specification of intestinal secretory Paneth and goblet cells.

## Abstract (precis)

The histone methyltransferase Mll1 controls intestinal secretory cell fate by promoting Wnt-driven Paneth and restricting Mapk-dependent goblet cell differentiation through regulation of Gata4/6 transcription factors

## Introduction

The small intestinal epithelium consists of absorptive enterocytes and secretory cells including Paneth cells, mucus-secreting goblet cells, hormone-producing enteroendocrine cells, and tuft cells, which are organized in crypt-villus structures. Actively proliferating stem cells at the crypt base constantly renew the epithelium (Crosnier et al, 2006; Clevers, 2013). The intestinal stem cells, which are characterized by the expression of the stem cell marker Lgr5 (Barker et al, 2007), give rise to highly proliferative transit-amplifying (TA) progenitor cells, which are located above the stem cell niche in the crypt. Moving upwards towards the crypt-villus junction, the TA cells differentiate into absorptive enterocytes or secretory cells. The differentiating cells migrate into the villi, except for the Paneth cells which remain at the bottom of the crypts, interspersed between the Lgr5^+^ stem cells, secrete antimicrobial peptides such as defensins and lysozyme, and provide Wnt ligands and other growth factors for stem cell maintenance (Sato et al, 2011).

In recent years, research generated insights into a network of transcription factors and signalling pathways that guide cell type specification in the TA zone (Beumer & Clevers, 2021). Active Wnt signalling is critical for intestinal homeostasis, stem cell maintenance, and the formation of secretory progenitor cells (Pinto et al, 2003; Fevr et al, 2007). The transcription factor Math1 (Atoh1) is essential for specification towards the secretory lineage (Yang et al, 2001). Gfi1, a transcriptional repressor of enteroendocrine specification, acts downstream of Math1 to select Paneth/goblet cell fates versus the enteroendocrine fate (Shroyer et al, 2005). The ETS transcription factor Spdef further directs secretory maturation in Paneth and goblet cells and deletion of *Spdef* in the mouse intestine leads to an accumulation of immature secretory progenitor cells (Gregorieff et al, 2009; Noah, 2010). Persisting high Wnt activity in secretory progenitor cells promotes the differentiation of Paneth cells (van Es et al, 2005). Paneth cells are absent in mice deficient for Tcf4, the transcriptional mediator of Wnt signalling (van Es et al, 2005). In addition, high Wnt activity prevents goblet cell differentiation, as goblet cells are absent in Apc-mutant intestine (Sansom et al, 2004). We have previously shown that Mapk signalling impedes the Wnt-induced maturation of Paneth cells and shifts the differentiation of common Paneth-goblet progenitors towards a goblet cell fate (Heuberger et al, 2014).

Besides the role of transcription factors, epigenetic regulation of gene expression has emerged as a powerful determinant of cell type identity as well as stem cell maintenance (Jadhav et al, 2016; Piunti & Shilatifard, 2016; Brand et al, 2019; Grinat et al, 2020; Goveas et al, 2021). We have recently reported a crucial role of the histone methyltransferase Mll1 in development of colorectal cancer (Grinat et al, 2020; Heuberger et al, 2021). Mll1 promotes a highly proliferative regenerative cell state which renders intestinal epithelial cells susceptible for tumorigenesis (Heuberger et al, 2021), maintains intestinal cancer stem cells, and promotes Wnt-induced tumorigenesis by antagonizing the polycomb repressive complex 2 (PRC2)–mediated repression of stem cell genes (Grinat et al, 2020). Ablation of Mll1 caused differentiation of Wnt-activated cancer stem cells by increasing a secretory gene expression profile (Grinat et al, 2020). Further work showed that Mll1 is required for intestinal stem cell maintenance at homeostasis (Goveas et al, 2021).

We here addressed the role of Mll1 in secretory cell fate determination in the adult intestinal epithelium at homeostasis. Using mouse genetics and intestinal organoid cultures, we show that Mll1 sustains the progenitor cell state and controls Wnt/Mapk–driven secretory cell specification into Paneth and goblet cells.

## Results

### Ablation of Mll1 causes aberrant secretory differentiation in intestinal epithelial crypts

To assess the role of Mll1 in intestinal cell fate determination, we ablated the expression of Mll1 in Lgr5^+^ stem cells by conditional mutagenesis. *Lgr5-EGFP-IRES-Cre*^*ERT2*^ mice, which express eGFP and a tamoxifen-inducible Cre recombinase under the control of the *Lgr5* promoter, were crossed with *Mll1*^*flox*^ mice to generate *Lgr5-EGFP-IRES-Cre*^*ERT2*^; *Mll1*^*flox/*+^ and *Lgr5-EGFP-IRES-Cre*^*ERT2*^; *Mll1*^*flox/flox*^ mice (referred to as Mll1^+/−^ and Mll1^−/−^, respectively) (Barker et al, 2007; Denissov et al, 2014; Chen et al, 2019; Grinat et al, 2020). For lineage tracing, we further crossed in the *Rosa26-LacZ* reporter strain (Soriano, 1999). Mutagenesis was induced by intraperitoneal injections of tamoxifen. To test whether production of progeny from stem cells is affected by loss of Mll1, we first performed lineage tracing. Conditional mutagenesis using the *Lgr5-Cre*^*ERT2*^ caused a mosaic of recombined LacZ^+^ and adjacent non-recombined (wild-type) crypts (Fig S1A), as previously described (Schuijers et al, 2014; Grinat et al, 2020). We traced mutant cells post induction and observed that both Mll1^+/−^ and Mll1^−/−^ Lgr5^+^ stem cells gave rise to LacZ-positive progeny, which populated mutant crypts and villi starting from day 10 after induction of mutagenesis (Fig S1A). Ablation of Mll1 using the *Lgr5-Cre*^*ERT2*^ did not affect crypt cell proliferation, as seen through similar numbers of BrdU-incorporating cells in Mll1^+/−^ and Mll1^−/−^ crypts (Fig S1B, quantification on the right). Neither did Mll1-deficient cells undergo apoptosis, as shown by the absence of positive cleaved Caspase-3 staining in the crypts (Fig S1C). Hence, *Lgr5-Cre*^*ERT2*^-driven ablation of Mll1 did not affect production of intestinal epithelial cells (Fig S1D, left panel). Heterozygous ablation of Mll1 (Mll1^+/−^ mice) did not alter crypt cell morphology and cell type composition compared with wild-type control mice (Fig S1D, upper and middle right panel). Mll1^−/−^ crypts, however, exhibited an increased number of cells with goblet cell-like features (Fig S1D, lower right panel, quantification below). By Alcian blue staining we identified these cells as mucus-containing goblet-like cells (Fig 1A, quantification on the right), as also previously described (Goveas et al, 2021). To exclude transient effects, we analysed mutant intestinal epithelia at 30–50 d after mutagenesis. Periodic acid-Schiff (PAS) staining of duodenum, jejunum, ileum, and colon epithelial sections revealed increases in mucus-producing goblet cells in all parts of Mll1-deficient intestinal epithelia with the exception of the ileum (Fig S1E). Increased goblet cell specification was most prominent in the jejunum. Using immunofluorescence, we observed an increased number of secretory cells in the upper parts of Mll1^−/−^ jejunal crypts, which were double-positive for the goblet cell marker intestinal trefoil factor (ITF) (van der Sluis et al, 2006) and the Paneth cell marker lysozyme (Lyz) (Porter et al, 2002) (Fig 1B, quantification on the right). At the base of Mll1^−/−^ crypts, Lyz-positive Paneth cells acquired Alcian blue–positive staining (compare Fig 1A with Figs 1B and S1F). In agreement with our previous characterisation of Mll1-deficient intestines (Goveas et al, 2021), the loss of Mll1 did not alter the number of chromogranin A (ChroA)-positive enteroendocrine cells per crypt-villus axis (Fig S1G, quantification on the right).

**Figure S1.**
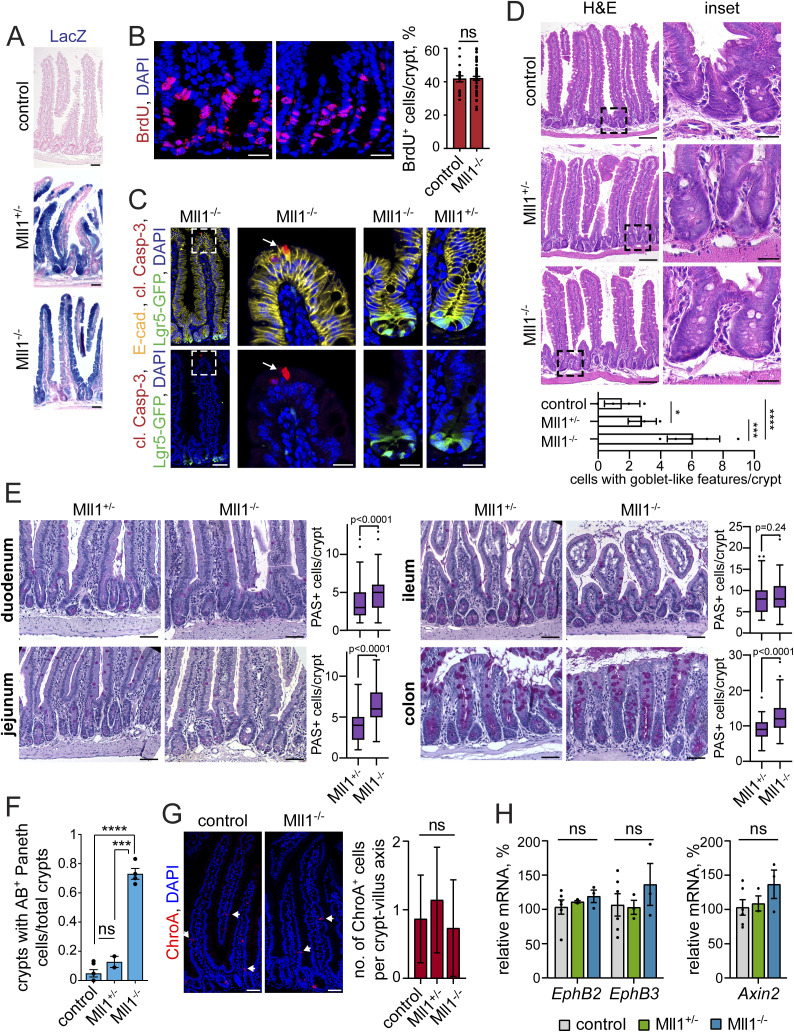
Characterisation of the Mll1-deficient intestinal epithelium. **(A)** LacZ tracing of recombined cells (blue) in non-induced control and *Lgr5-EGFP-IRES-Cre*^*ERT2*^; Mll1^+/−^ and Mll1^−/−^ intestines at 10 d after induction of mutagenesis, nuclei counterstained with nuclear fast red, scale bars 50 μm. **(B)** Representative immunostaining for BrdU (red) on serial sections of Mll1^+/−^ and Mll1^−/−^ crypts, nuclei in blue (DAPI), scale bars 20 μm. Right: quantification of BrdU-positive cells per total cells in crypts of Mll1^+/−^ (control, n = 2 independent mice) and Mll1^−/−^ intestines (n = 4 independent mice), counted from at least 20 crypts per mouse. BrdU was incorporated for 2 h before euthanasia. Data are presented as mean values ± SEM, two-tailed unpaired *t* test. **(C)** Immunostaining for cleaved Caspase-3 (red) on sections of Mll1^+/−^ and Mll1^−/−^ intestines at 50 d after induction of mutagenesis. Lgr5-GFP identifies mutant stem cells, E-cadherin (yellow) stains cell borders, nuclei in blue (DAPI), scale bars 50 μm, insets 20 μm. White arrow points at cleaved Caspase-3–positive apoptotic cell at the villus tip (as staining control). **(D)** H&E staining of control, Mll1^+/−^ and Mll1^−/−^ intestines at 50 d after induction of mutagenesis, scale bars 100 μm. Magnifications of insets on the right, scale bars 25 μm. Representative stainings of n = 2 independent mice. Below: Quantification of cells with goblet cell–like features (white), counted from at least seven crypts. Scatter plot with mean ± SEM, unpaired *t* test, *P = 0.0367, ***P = 0.0006, ****P < 0.0001. **(E)** Periodic acid–Schiff stainings on sections of duodenum, jejunum, and ileum small intestinal and colon epithelium from Mll1^+/−^ and Mll1^−/−^ mice at 30 d after induction of mutagenesis, scale bars 50 μm. Numbers of periodic acid–Schiff–positive mucus-producing goblet cells were quantified from two mice per genotype, counted from at least 30 crypts per section. Box plot indicates median (middle line) and 25^th^, 75^th^ percentile (box) with Tukey whiskers, Mann–Whitney *U* test. **(F)** Quantification of the number of crypts with Alcian blue–positive Paneth cells relative to total crypts in control Mll1^+/−^ and Mll1^−/−^ intestines at 50 d after induction, analysed in at least 15 crypts per mouse (control n = 6, Mll1^+/−^ n = 2, Mll1^−/−^ n = 4 independent mice), two-tailed unpaired *t* test, ****P < 0.0001, ***P = 0.0006. Data are presented as mean values ± SEM. **(G)** Immunostaining for chromogranin A (ChroA, red) on sections of control and Ml1^−/−^ intestine, scale bars 50 μm. Nuclei in blue (DAPI). Right: quantification of the number of ChroA-positive cells per Ml1^+/−^ and Mll1^−/−^ crypt-villus axes and adjacent non-recombined controls, counted from at least 15 crypt-villi units per mouse (Mll1^+/−^ n = 2, Mll1^−/−^ n = 4 independent mice), Mann–Whitney *U* test. Box plot with mean ± SD, unpaired *t* test. **(H)** mRNA expression of *EphB2*, *EphB3*, and *Axin2* in non-induced control (grey), villinCre^ERT2^; Mll1^+/−^ (green) and villinCre^ERT2^; Mll1^−/−^ organoids (blue) at 7–12 d after 4-OHT–induced mutagenesis, n = 3 independent experiments, two-tailed unpaired *t* test. Data are presented as mean values ± SEM.

**Figure 1.**
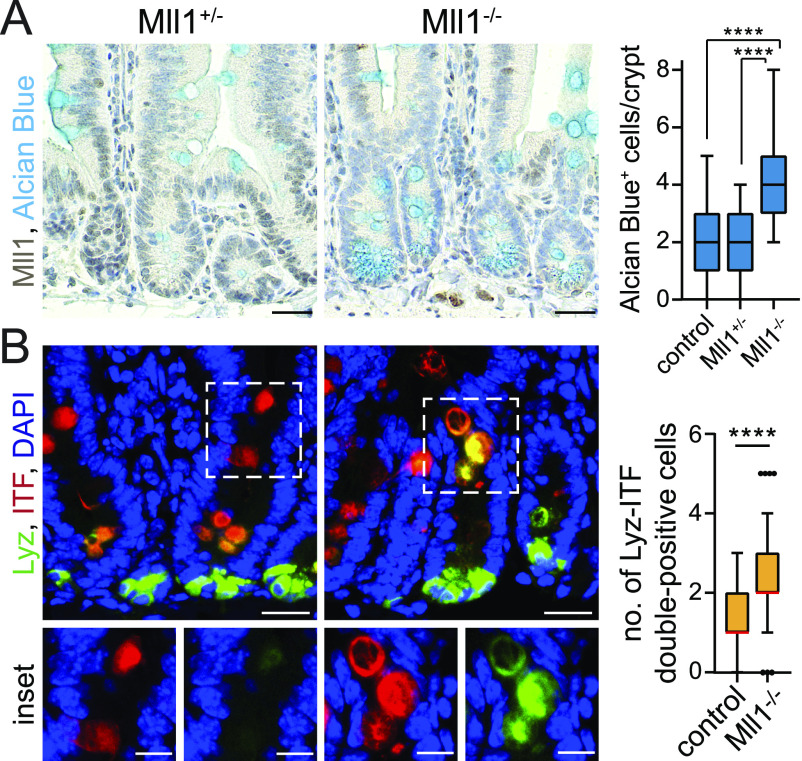
Ablation of Mll1 causes aberrant secretory differentiation. **(A)** Representative immunohistochemistry for Mll1 and Alcian blue on sections of small intestinal crypts in Mll1^+/−^ and Mll1^−/−^ mice at 50 d after the induction of mutagenesis, nuclei counterstained with haematoxylin, scale bars 25 μm. Right: Quantification of Alcian blue–positive cells per Mll1^+/−^, Mll1^−/−^ and adjacent non-recombined (control) crypts, counted from at least 15 crypts per mouse (Mll1^+/−^ n = 2, Mll1^−/−^ n = 4 independent mice), Mann–Whitney test, ****P < 0.0001. Box plot indicates median (middle line) and 25^th^, 75^th^ percentile (box) with Tukey whiskers. **(B)** Representative immunostaining for Lyz (green) and ITF (red) on sections of Mll1^+/−^ and Mll1^−/−^ crypts at 50 d after induction of mutagenesis, nuclei in blue (DAPI), scale bars 20 μm. Magnifications of insets below, scale bars 10 μm. Right: Quantification of Lyz-ITF double-positive cells per crypt in Mll1^+/−^ (control, n = 2 independent mice) and Mll1^−/−^ intestines (n = 4 independent mice), counted from at least 20 crypts per mouse, Mann–Whitney *U* test, ****P < 0.0001. Box plot indicates median (red line) and 25^th^, 75^th^ percentile (box) with Tukey whiskers.

To explore the mechanistic role of Mll1 in secretory cell fate determination, we generated small intestinal organoids from *villinCre*^*ERT2*^; *Mll1*^*flox/+*^ and *villinCre*^*ERT2*^; *Mll1*^*flox/flox*^ mice (el Marjou et al, 2004; Denissov et al, 2014; Chen et al, 2019) and induced mutagenesis in culture by addition of 4-OH tamoxifen. We tested for markers of Wnt activity and Paneth cell positioning (Batlle et al, 2002). Mll1 ablation neither changed the level of *Axin2* expression (Lustig et al, 2002; Grinat et al, 2020) (Fig S1H, right) nor did it alter the expression of *EphB2* and *EphB3* (Fig S1H, left), indicating that the diminished Paneth cell identity is not a result of decreased Wnt activity or an altered EphB2/3 gradient. Together, these findings suggest that the loss of Mll1 impairs Paneth/goblet cell specification and results in an accumulation of Paneth-goblet double-positive secretory cells, which appears to be caused by an intrinsic switch in cell fate rather than by decreased Wnt activity or an incorrect positioning of Paneth cells.

### Mll1-deficient intestinal organoids show increased expression of secretory Paneth and goblet cell genes

In the initial days after induction of mutagenesis, the loss of Mll1 did not alter organoid morphology (Fig 2A). However, RT–PCR analysis of Mll1-deficient organoids (Mll1^−/−^) revealed an up-regulation of the expression of the goblet cell–specific genes *Gob5* (Leverkoehne & Gruber, 2002), *Muc2* (van der Sluis et al, 2006) and the Krüppel-like factor *Klf4*, which is required for terminal goblet cell differentiation (Katz et al, 2002), as well as the Paneth cell–specific genes *Mmp7* and *Lyz* (Porter et al, 2002) (Fig 2B, light blue bars) compared with control and Mll1^+/−^ organoids (grey and light green bars). In agreement, immunofluorescence stainings revealed that Mll1-deficient organoids exhibited increased numbers of ITF-positive goblet cells and Lyz-positive Paneth cells compared to non-induced control organoids (Fig S2A). To promote the production of Wnt-primed secretory progenitor cells, we treated the organoids with Wnt3a (Pinto et al, 2003; Heuberger et al, 2014), which resulted in increased expression of the secretory transcription factor *Math1* () (Fig 2B, right, dark green bar). Wnt3a stimulation of Mll1-deficient organoids caused enhanced *Math1* expression (Fig 2B, right, blue bars) and further increased the expression of the goblet cell genes *Gob5*, *Klf4*, *Muc2*, the Paneth cell genes *Mmp7* and *Lyz*, and the secretory genes *Gfi1* (Shroyer et al, 2005), *Spdef* (Gregorieff et al, 2009), and *Itf* (Mashimo et al, 1996) (Figs 2B and S2B, blue bars). The Notch-dependent transcription factor *Hes1*, which represses *Math1* induction (Yang et al, 2001; Fre et al, 2005), was not significantly altered, indicating that Mll1 acts downstream of Notch-mediated repression to specify secretory cell differentiation (Fig S2C). The expression of the enteroendocrine-specific genes *Neurog3*, *chromogranin A* (*ChgA*), and *synaptophysin* (*Syp*) (Wiedenmann et al, 1988) as well as the absorptive enterocyte-specific *Fabp* and *Krt20* (Chan et al, 2009) was not increased upon loss of Mll1 (Fig S2D and E). The data suggest that Mll1 is involved in secretory cell fate decisions in intestinal epithelial crypts by controlling Paneth/goblet cell differentiation in Wnt-primed secretory progenitors.

**Figure 2.**
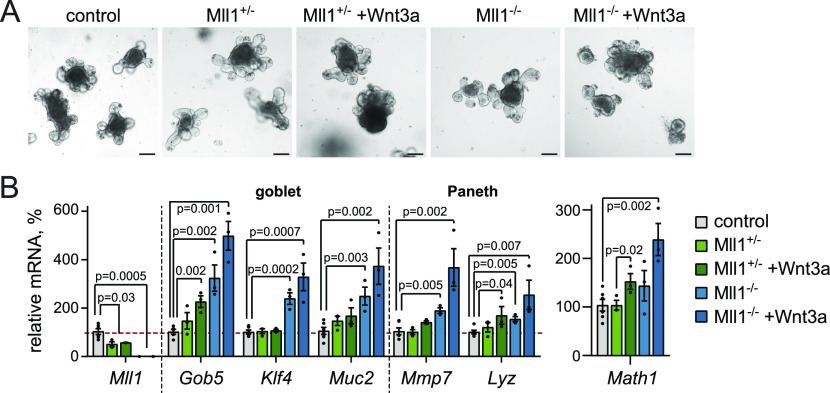
Mll1-deficient organoids show aberrant Paneth/goblet cell differentiation. **(A)** Brightfield images of non-induced (control) and villinCre^ERT2^; Mll1^−/−^ intestinal organoids at 5 d after 4-OHT-induced mutagenesis, scale bars 100 μm. **(B)** mRNA expression of *Mll1* and secretory cell genes in non-induced control (grey), villinCre^ERT2^; Mll1^+/−^ (green) and villinCre^ERT2^; Mll1^−/−^ organoids (blue) at 7–12 d after 4-OHT-induced mutagenesis, n = 3 independent experiments, two-tailed unpaired *t* test. Data are presented as mean values ± SEM. Treatment with 500 ng/ml recombinant Wnt3a for 72 h.

**Figure S2.**
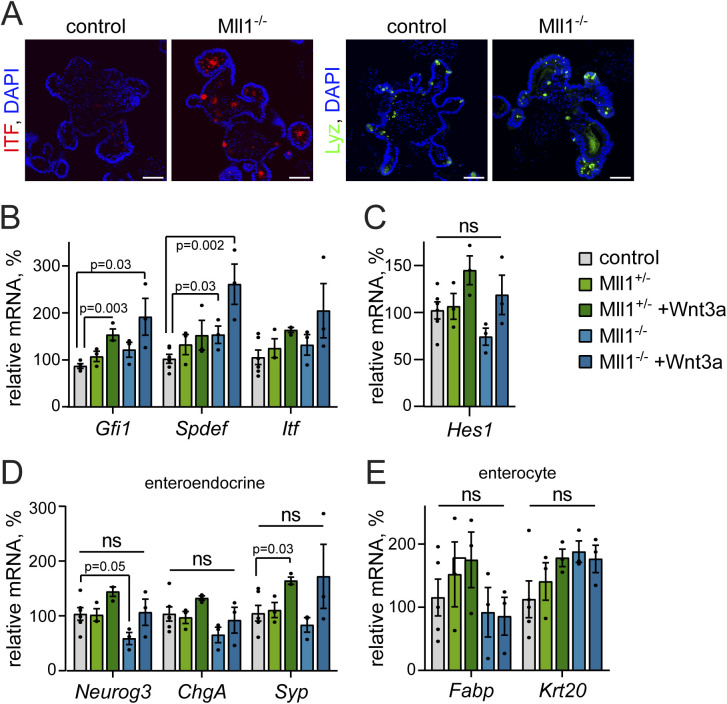
Secretory marker expression in Mll1-deficient organoids. **(A)** Immunofluorescence staining for goblet cell marker ITF (red) and Paneth cell marker Lyz (green) on sections of non-induced (control) and Mll1^−/−^ intestinal organoids, nuclei in blue (DAPI), scale bars 25 μm. **(B, C, D, E)** mRNA expression of (B) secretory cell genes *Gfi1*, *Spdef*, and *Itf*, (C) *Hes1*, (D) enteroendocrine genes and (E) enterocyte genes villinCre^ERT2^; Mll1^+/−^ (green) and villinCre^ERT2^; Mll1^−/−^ organoids (blue) at 7–12 d after 4-OHT-induced mutagenesis relative to non-induced control organoids, n = 3 independent experiments, two-tailed unpaired *t* test. Data are presented as mean values ± SEM. Treatment with 500 ng/ml recombinant Wnt3a for 72 h.

### Mll1-deficient Wnt-high crypt cells exhibit goblet cell features

To consolidate our findings in vivo, we activated Wnt signalling by genetic stabilization of β-catenin through Cre-mediated deletion of the exon 3 of the β-*catenin* locus in *Lgr5-EGFP-IRES-Cre*^*ERT2*^; *β-catenin*^*deltaEx3/+*^ mice (Harada et al, 1999; Barker et al, 2007) (hereafter called β-cat^GOF^) (Fig S3A, see nuclear location of β-catenin). High Wnt signalling in secretory progenitors induces differentiation into Paneth cells and prevents the maturation of goblet cells (Sansom et al, 2004; Andreu et al, 2005; van Es et al, 2005). Indeed, the high Wnt activity imposed a Paneth-like identity on the epithelial cells: β-cat^GOF^; Mll1^+/−^ intestines showed high numbers of Mmp7- and Lyz-positive cells, and few ITF-positive goblet cells (Fig S3B). Alcian blue staining of control and β-cat^GOF^ intestines confirmed reduced numbers of goblet cells in Wnt-high epithelium (Fig S3C). Ablation of Mll1 in β-cat^GOF^; Mll1^−/−^ crypts caused accumulation of secretory cells double-positive for Paneth and goblet cell markers (Fig S3D), as it was observed in Mll1^−/−^ crypts (see Fig 1). 

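Viable EpCAM+ Cd24+ Paneth cells were sorted by FACS from 4 β-cat GOF; Mll1+/- mice (controls 1 to 4 here) and 4 β-cat GOF; Mll1-/- mice (knockouts 1 to 4), 10 d after induction. The genotypes are those of the paper's results, figure legends and sample labels, while the methods paragraph on the sorting names Lgr5-EGFP-IRES-Cre ERT2; Mll1 flox/+ and Mll1 flox/flox littermates without β-cat GOF. The paper's methods give 300 cells per sample and the Smart-seq2 protocol, which copies polyadenylated RNA into cDNA and amplifies it by PCR before sequencing. For the 3 tamoxifen injections, the paper gives a dose of 50 mg/kg and the sample labels give 1 mg. The units differ, and the paper gives no body weights, so the doses may be the same. The authors aligned the reads to mm10 (GRCm38) and deposited the number of uniquely mapped reads on each of 53801 genes of Ensembl release 92, without normalization, together with 92 spike-in sequences that received at most 11 counts in a library. Reads that are PCR copies of the same molecule were counted separately, so limits drawn from these counts cover counting error only. The total on genes was between 13557350 and 14380240 in the controls, with a median of 13834432, and between 13037832 and 13554171 in the knockouts, with a median of 13310408, so that every control total lay above every knockout total. The paper gives a sequencing depth of 30 mio reads on average, and the values here use the counted reads, 13.6 mio on average. Expression levels are given as normalized CPM, the counts scaled to the TMM-adjusted library sizes. The 50 most abundant genes took between 76.3% and 87.8% of the counts of a library, and defensins and defensin-like genes, whose near-identical copies share reads, took between 46.9% and 62.7%. Knockout 3 had a count on 19662 genes, against 23340 to 25198 in the other knockouts and 22623 to 26074 in the controls. Counts were scaled by edgeR's TMM factors, and 13439 genes that passed edgeR's filterByExpr were tested with its quasi-likelihood test and Benjamini-Hochberg adjustment. Standard errors of the log2 fold changes were approximated from the F statistic. The targeted gene, Kmt2a (ENSMUSG00000002028), lies on chromosome 9 from 44803355 to 44881296 and encodes Mll1. It received 719, 469, 268 and 284 counts in controls 1 to 4 and 523, 447, 328 and 468 counts in knockouts 1 to 4, a log2 fold change of −0.06 (standard error 0.24, adjusted p = 0.995), which ranged from −0.2 to 0.15 with each library left out in turn. The count sums the reads over all exons of the gene and does not show whether a targeted exon was deleted.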

We isolated Paneth cells from β-cat^GOF^; Mll1^+/−^ and β-cat^GOF^; Mll1^−/−^ mice at 10 d after the induction of mutagenesis by fluorescence-activated cell sorting (FACS) and analysed transcriptomic changes by RNA sequencing. Immunohistochemistry (IHC) for Mll1 on intestinal crypts of β-cat^GOF^; Mll1^+/−^ and β-cat^GOF^; Mll1^−/−^ mice confirmed that all crypt cells including the long-lived Paneth cells at the crypt bottom were deficient for Mll1 at the time of sorting (Fig S3E). The transcriptome analysis revealed a differential regulation of numerous genes in the Paneth cells isolated from β-cat^GOF^; Mll1^−/−^ mice (Fig S3F, left). 

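With the cutoffs of the Fig S3F legend, an adjusted p of at most 0.05 and a log2 fold change of at least 0.5 in size, 25 of the 13439 genes differed between the genotypes, 21 higher and 4 lower in the knockouts. At an unadjusted p under 0.05 there were 924 genes, 584 higher and 340 lower. In each of the 25 genes, every knockout lay above or below every control, and over all tested genes this held for 4.52%, where chance gives 2.86%. The alternatives that moved the number most were an adjusted p up to 0.5, which gave 309 genes, and, at the same cutoffs, a test without a filter on low counts, which gave 290 genes, all 25 among them. Without knockout 3 there were 152 genes, 24 of the 25 among them, and without control 3 there were 10. Prss56 (ENSMUSG00000036480, chromosome 1 from 87183313 to 87188405) had 0 counts in all 4 controls and 331, 270, 201 and 197 counts in knockouts 1 to 4. It was at least 75.9-fold higher in the knockouts, taken against a floor of 3 counts. H19 (ENSMUSG00000000031), a long non-coding RNA, had at most 1 count in a control and was at least 42.5-fold higher. Spock2 (ENSMUSG00000058297) had 0.575 ± 0.309 normalized CPM in the controls and 25.2 ± 9.06 in the knockouts (SD, n = 4 each), a log2 fold change of 5.38 (standard error 0.4, adjusted p = 0.000189 from edgeR's quasi-likelihood test). Nkd1 (ENSMUSG00000031661) rose from 6.34 ± 1.22 to 38.3 ± 6.51, a log2 fold change of 2.6 (standard error 0.21, adjusted p = 0.000189). Notum (ENSMUSG00000042988), for which 29.4% of the exon bases also belong to an antisense transcript, rose from 0.579 ± 0.308 to 17 ± 5.11, a log2 fold change of 4.89 (standard error 0.4, adjusted p = 0.000189). S100a6 had a log2 fold change of 4.51 (standard error 0.39, adjusted p = 0.000261) and Vim 4.21 (standard error 0.49, adjusted p = 0.00325). Among the genes that fell, Jaml (ENSMUSG00000048534) lies on chromosome 9 from 45079183 to 45108534, 0.2 Mb from Kmt2a, and shares 12.8% of its exon bases with an antisense gene. It had 11.2 ± 3.48 normalized CPM in the controls and 0.328 ± 0.269 in the knockouts, a log2 fold change of −4.94 (standard error 0.52, adjusted p = 0.0015). Hspa8 and Onecut2 had log2 fold changes of −1.56 and −1.27, and each passed both cutoffs in only 1 of the 8 fits that left out a library, the fit without knockout 3. With an offset for GC content Hspa8 and Onecut2 did not pass, and Hspa8 lies 3.99 Mb from Kmt2a.

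**Figure D1:**
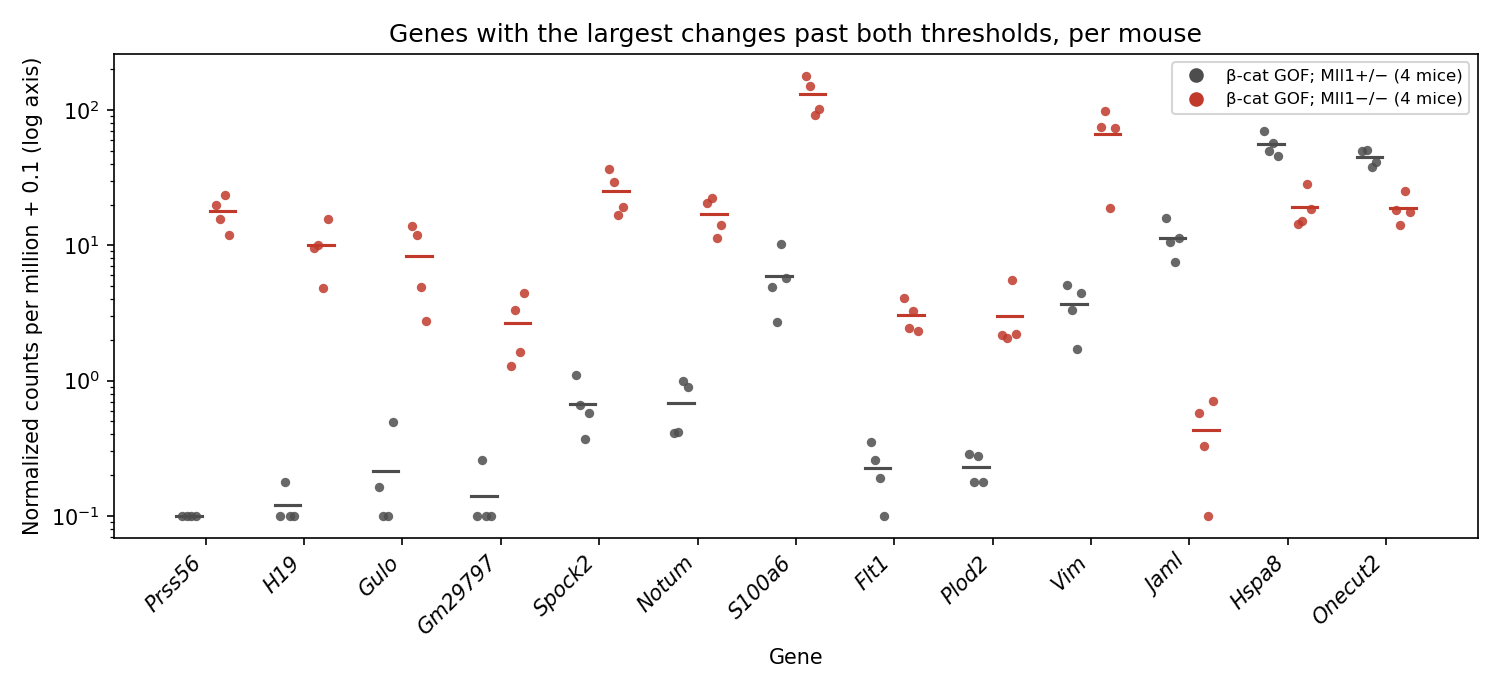
Normalized CPM of the genes with the largest changes past both thresholds, 10 higher and 3 lower in the knockouts. Each point is a mouse, lines are means over 4 mice, and 0.1 was added to each value before the log axis. In every gene the knockouts lie on the same side of all 4 controls.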

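The goblet cell genes that can be read as labels in Fig 3A, 13 in number, include Tnfaip8, Tst, Cd9, Synj2, S100a16, Guk1, Zbtb8a, Pgm3, Vps37c, Impact, Fcgbp and Capn8. The study chose the labels on the same 8 libraries, and the complete published signatures were not used here. In the knockouts 11 of the 13 were higher and 2, Fcgbp and Capn8, were lower, with a median log2 fold change of 0.8. Of the 13, 12 had an unadjusted p under 0.05, and 0 passed an adjusted p of 0.05 or of 0.1 over all tested genes. When adjusted over the list alone, 11 passed both cutoffs, which is not independent evidence because the labels were chosen on these samples. With DESeq2's Wald test in place of edgeR's, 2 of the 13 passed both cutoffs over all genes, and without a filter on low counts 4 did. In the fit without a filter the log2 fold change of Tnfaip8 hardly moved (2.21), while its adjusted p went from 0.26 to 1.07e-06 (edgeR's quasi-likelihood test). Pgm3, whose groups overlapped, passed there too, so these 4 calls carry little weight. Tnfaip8 had 2.08 ± 0.709 normalized CPM in the controls and 10 ± 8.99 in the knockouts (SD, n = 4 each), a log2 fold change of 2.24 (standard error 0.55, adjusted p = 0.26 from edgeR's quasi-likelihood test). Cd9 rose from 42.5 ± 11.1 to 72.5 ± 12, a log2 fold change of 0.77 (standard error 0.21, adjusted p = 0.35), and Tst from 6.07 ± 1.56 to 11.3 ± 1.81, a log2 fold change of 0.89 (standard error 0.25, adjusted p = 0.383). In these 3 genes every knockout lay above every control (exact permutation test, p = 0.0286, two-sided, the smallest p that 4 mice against 4 allow). The size of the change in Tnfaip8, Vps37c and Pgm3 rested largely on knockout 3. Tnfaip8 was at 23.3 normalized CPM there against 4.37 to 8.08 in the other knockouts, Vps37c at 13.4 against 2.2 to 3.85, and Pgm3 at 21.5 against 2.2 to 7.76. Without knockout 3 their log2 fold changes were 1.42, 0.53 and 0.68, against 2.24, 1.46 and 1.5 with all libraries. Of the exon bases, 28.3% for Pgm3, 12.7% for Tnfaip8, 11.4% for Zbtb8a, 10.7% for Cd9 and 3.6% for Synj2 also belong to a gene on the other strand. Fcgbp fell from 114 ± 106 to 24.1 ± 8.12, a log2 fold change of −2.24 (adjusted p = 0.361), and control 3, at 266 against 17.9 to 87.5 in the other controls, carried part of it: without that library it was −1.4. A separate list of 22 goblet cell markers, which was written before the counts were examined, had a median log2 fold change of 0.1, 13 higher and 9 lower, and did not differ between the genotypes (adjusted p = 0.941, limma's fry test over 15 lists), and its median was −0.17 without knockout 3. Among its members, Muc2 had a log2 fold change of 0.19 (adjusted p = 0.974). A list of Paneth cell markers, of which 20 were tested, had a median of −0.14 (adjusted p = 0.756). Of the genes that Fig 3A labels as Paneth cell genes, Dkk3, Tesc and Pnliprp1 had log2 fold changes of 2.54, 1.22 and 1.03 with overlapping groups, and Dkk3 was at 2.58 CPM in knockout 3 against 22.2 to 26 in the other knockouts. The paper reads these changes against published signatures of both cell types.

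**Figure D2:**
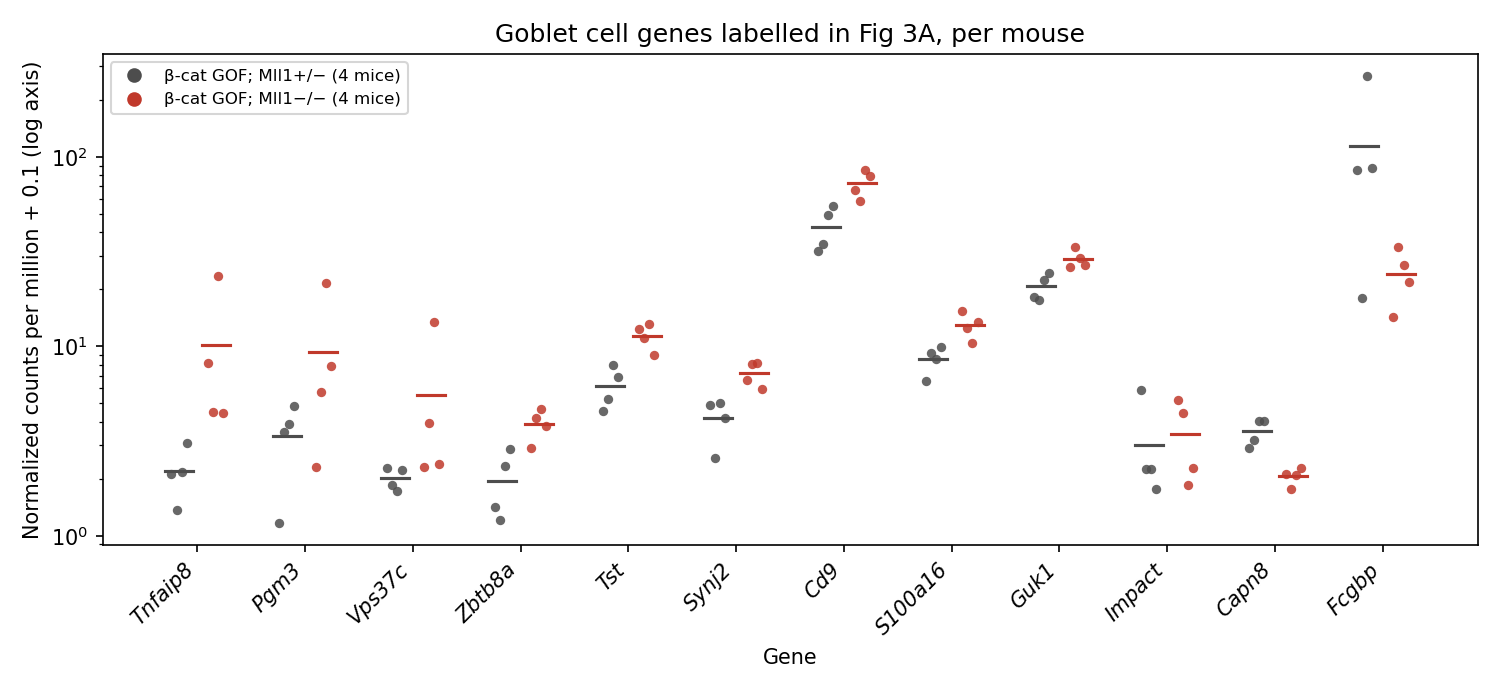
Normalized CPM of 12 goblet cell genes labelled in Fig 3A, ordered by log2 fold change. Each point is a mouse, lines are means over 4 mice, and 0.1 was added to each value before the log axis. In 8 of the 12 genes every knockout lies above every control. For Vps37c and Zbtb8a among them the gap is very small, 2.2 in knockout 1 against 2.19 in control 1 and 2.79 in knockout 1 against 2.76 in control 4.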

Comparison with intestinal goblet and Paneth cell signatures (Haber et al, 2017) uncovered that β-cat^GOF^; Mll1^−/−^ Paneth cells up-regulated the expression of several goblet cell–specific genes (Fig 3A). RT–PCR analysis of Paneth cells isolated from β-cat^GOF^; Mll1^+/−^ and β-cat^GOF^; Mll1^−/−^ mice at 10 d after the induction of mutagenesis showed a decrease in the expression of the Paneth cell genes *Mmp7* and *Lyz* upon loss of Mll1, whereas the expression of the early goblet-specific gene *Gob5* was increased (Fig 3B). The expression of the canonical Wnt target gene *Axin2* was not changed (Fig S3F).

**Figure S3.**
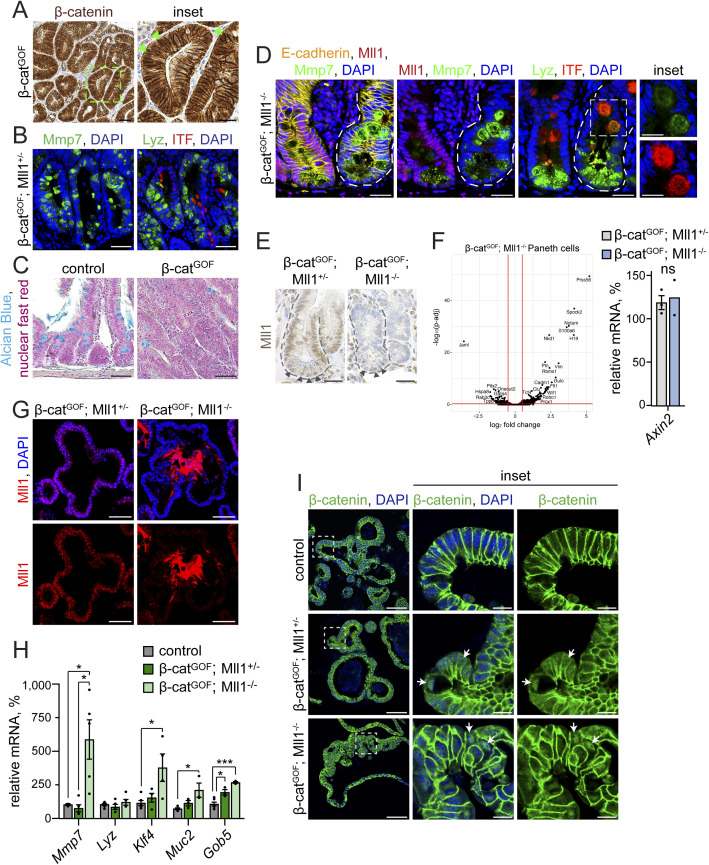
Mll1-deficient β-cat^GOF^ crypts and organoids exhibit goblet cell features. **(A)** Representative immunohistochemistry staining for β-catenin on section of β-cat^GOF^ intestine, nuclei counterstained with haematoxylin, scale bar 50 μm. Magnification of inset on the right, scale bar 25 μm. Arrowheads (green) mark cells with nuclear β-catenin. Stainings were performed in n = 3 independent mice. **(B)** Representative immunostainings for the Paneth cell markers Mmp7 (green, left) and Lyz (green, right) and the goblet cell marker ITF (red) on serial sections of β-cat^GOF^; Mll1^+/−^ intestine, nuclei in blue (DAPI), scale bars 50 μm. Stainings were performed in n = 3 independent mice. **(C)** Alcian blue stainings for goblet cells on sections of uninduced control and β-cat^GOF^ intestine. Counterstaining with nuclear fast red, scale bars 50 μm. **(D)** Immunostainings on sections of adjacent non-recombined (left) and recombined mutant (right) small intestinal crypts in β-cat^GOF^; Mll1^−/−^ mice, left: for Mmp7 (green) and Mll1 (red), right: for Lyz (green) and ITF (red), scale bars 25 μm. Insets on the right: magnifications of mutant double-positive cells, scale bars 10 μm. Nuclei stained with DAPI (blue), E-cadherin (yellow) stains cell borders. Stainings were performed in n = 3 independent mice. **(E)** Immunohistochemistry for Mll1 on sections of small intestinal crypts in β-cat^GOF^; Mll1^+/−^ and β-cat^GOF^; Mll1^−/−^ mice at 10 d after the induction of mutagenesis, nuclei counterstained with haematoxylin, scale bars 25 μm. Crypts surrounded by dashed lines, nuclei of vesicle-containing Paneth cells at the crypt base marked by arrowheads. **(F)** Left: volcano plot of differentially expressed genes in Paneth cells isolated from β-cat^GOF^; Mll1^+/−^ and β-cat^GOF^; Mll1^−/−^ intestines at 10 d after induction of mutagenesis, n = 4 independent mice per genotype. Cutoffs log_2_ fold-change ≥0.5, adjusted *P*-value (*P*-adj) ≤ 0.05. Right: mRNA expression of *Axin2* in Paneth cells isolated from the intestines of n = 3 β-cat^GOF^; Mll1^+/−^ and n = 2 β-cat^GOF^; Mll1^−/−^ independent mice at 10 d post induction. Data are presented as mean values ± SEM. **(G)** Immunostaining for Mll1 (red) on sections of β-cat^GOF^; Mll1^+/−^ and β-cat^GOF^; Mll1^−/−^ organoids, nuclei in blue (DAPI), scale bars 50 μm. **(H)** mRNA expression of secretory cell genes *Mmp7*, *Lyz*, *Klf4*, *Muc2*, and *Gob5* in non-induced control, β-cat^GOF^; Mll1^+/−^ and β-cat^GOF^; Mll1^−/−^ organoids relative to β-cat^GOF^ organoids, n = 3 independent experiments, two-tailed unpaired *t* test, *Mmp7*: *P = 0.049 (control - β-cat^GOF^; Mll1^−/^), *P = 0.04 (β-cat^GOF^; Mll1^+/−^ - β-cat^GOF^; Mll1^−/−^), *Klf4*: *P = 0.04, *Muc2*: *P = 0.02, *Gob5*: *P = 0.04, ***P = 0.0006. Data are presented as mean values ± SEM. **(I)** Immunostainings for β-catenin (green) on sections of non-induced control, β-cat^GOF^; Mll1^+/−^ and β-cat^GOF^; Mll1^−/−^ organoids, scale bars 50 μm. Magnifications in insets, scale bars 10 μm. DAPI (blue) stains nuclei.

**Figure 3.**
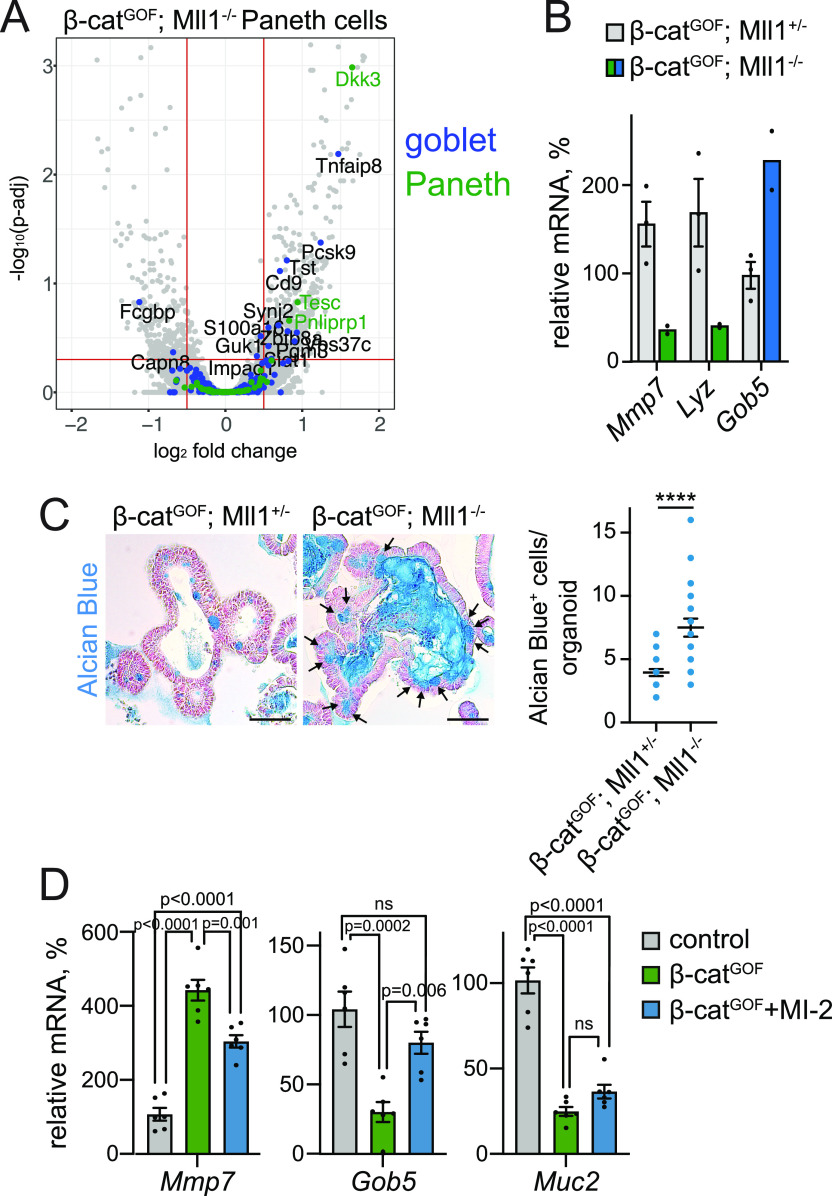
Mll1-deficient Wnt-high Paneth cells and β-cat^GOF^ organoids exhibit goblet cell features. **(A)** Volcano plot of differentially expressed genes in Paneth cells isolated from β-cat^GOF^; Mll1^+/−^ and β-cat^GOF^; Mll1^−/−^ intestines at 10 d after induction of mutagenesis, n = 4 independent mice per genotype. Cut-offs log_2_ fold-change ≥0.5, adjusted *P*-value (*P*-adj) ≤ 0.05. Goblet and Paneth cell–specific genes (from Haber et al [2017]) marked in green and blue, respectively. **(B)** mRNA expression of secretory genes (*Mmp7*, *Lyz*, and *Gob5*) in Paneth cells isolated from the intestines of n = 3 β-cat^GOF^; Mll1^+/−^ and n = 2 β-cat^GOF^; Mll1^−/−^ independent mice at 10 d post induction. Data are presented as mean values ± SEM. **(C)** Alcian blue stainings on sections of β-cat^GOF^; Mll1^+/−^ and β-cat^GOF^; Mll1^−/−^ organoids, nuclei counterstained with nuclear fast red, scale bars 50 μm. Black arrows indicate Alcian blue–positive goblet cells. On the right: Number of Alcian blue–positive cells in β-cat^GOF^; Mll1^+/−^ and β-cat^GOF^; Mll1^−/−^ organoids, at least 20 organoids quantified, two-tailed unpaired *t* test, ****P < 0.0001. Data are presented as scatter plot with mean ± SEM. **(D)** mRNA expression of Paneth cell gene *Mmp7* and goblet cell markers *Gob5* and *Muc2* in non-induced control, β-cat^GOF^, and 48 h MI-2–treated β-cat^GOF^ organoids, n = 6 from three independent organoid lines, ordinary one-way ANOVA. Data presented as mean values ± SEM.

We established β-cat^GOF^ intestinal organoids with heterozygous and homozygous deletion of Mll1 from *Lgr5-EGFP-IRES-Cre*^*ERT2*^; *β-cat*^*deltaEx3*^; *Mll1*^*flox*^ mice (Harada et al, 1999; Barker et al, 2007; Denissov et al, 2014; Chen et al, 2019) and induced mutagenesis in culture to obtain β-cat^GOF^; Mll1^+/−^ and β-cat^GOF^; Mll1^−/−^ organoids (Fig S3G). As observed in vivo, the ablation of Mll1 in β-cat^GOF^; Mll1^−/−^ organoids increased the expression of secretory genes specific for both Paneth (*Mmp7*) and goblet cells (*Klf4*, *Muc2*, and *Gob5*) (Fig S3H), substantiating enhanced secretory differentiation and a switch towards a goblet cell fate upon loss of Mll1. The Paneth cell marker *Lyz* was expressed in Mll1-deficient organoids, but its expression was not increased (Fig S3H). β-cat^GOF^; Mll1^−/−^ organoids exhibited increased numbers of goblet cells and strong mucinous secretion towards the inside of the organoid, as assessed by Alcian blue staining (Fig 3C, quantification on the right). Inhibition of the Mll1 methyltransferase activity in β-cat^GOF^ organoids by MI-2 (Grembecka et al, 2012; Heuberger et al, 2021) reduced the expression of the Paneth cell gene *Mmp7* and reverted the Wnt-induced decrease in *Gob5* and by tendency *Muc2* expression (Fig 3D), suggesting that the function of Mll1 in secretory differentiation depends on its methyltransferase activity. Immunostaining revealed unchanged expression of β-catenin in β-cat^GOF^; Mll1^+/−^ and β-cat^GOF^; Mll1^−/−^ organoids (Fig S3I), revealing a role of Mll1 in fine-tuning Wnt-driven secretory specification independent of a global change in Wnt activity.

### Loss of Mll1 unleashes Mapk signalling in Wnt-activated crypt cells

In previous work we had shown that intestinal goblet cell differentiation depends on active Mapk signalling (Heuberger et al, 2014). We therefore investigated whether changes in Mapk signalling occur in Mll1-deficient and Wnt-activated crypt cells. IHC staining on sections of β-cat^GOF^; Mll1^+/−^ and β-cat^GOF^; Mll1^−/−^ organoids revealed a strong increase in phospho-Erk1/2 levels upon loss of Mll1 (Fig 4A upper panel). Western blotting for phospho-Erk1/2 and phospho-Mek1/2 confirmed an increased activity of the Mapk pathway in β-cat^GOF^; Mll1^−/−^ organoids compared with β-cat^GOF^; Mll1^+/−^ organoids (Fig 4B, quantification on the right). Increased phospho-Erk1/2 levels were also detected in the mutant crypts of β-cat^GOF^; Mll1^−/−^ mice at 10 d after induction, compared with β-cat^GOF^; Mll1^+/−^ mice and adjacent non-recombined crypts (Fig S4A). This global increase in phospho-Erk1/2 levels was not detectable in the mutant crypts of Mll1^−/−^ mice with loss of Mll1 alone (Fig S4B, compare phospho-Erk1/2 levels in two Mll1-deficient crypts to non-recombined crypt on the right). Inhibition of Mapk signalling by treatment with the Mek inhibitor U0126 potently inhibited the growth of β-cat^GOF^; Mll1^−/−^ organoids (Fig S4C). These data suggest that Mll1 prevents goblet cell differentiation of Wnt-activated crypt cells by suppressing Mapk signalling, which is unleashed upon ablation of Mll1.

**Figure 4.**
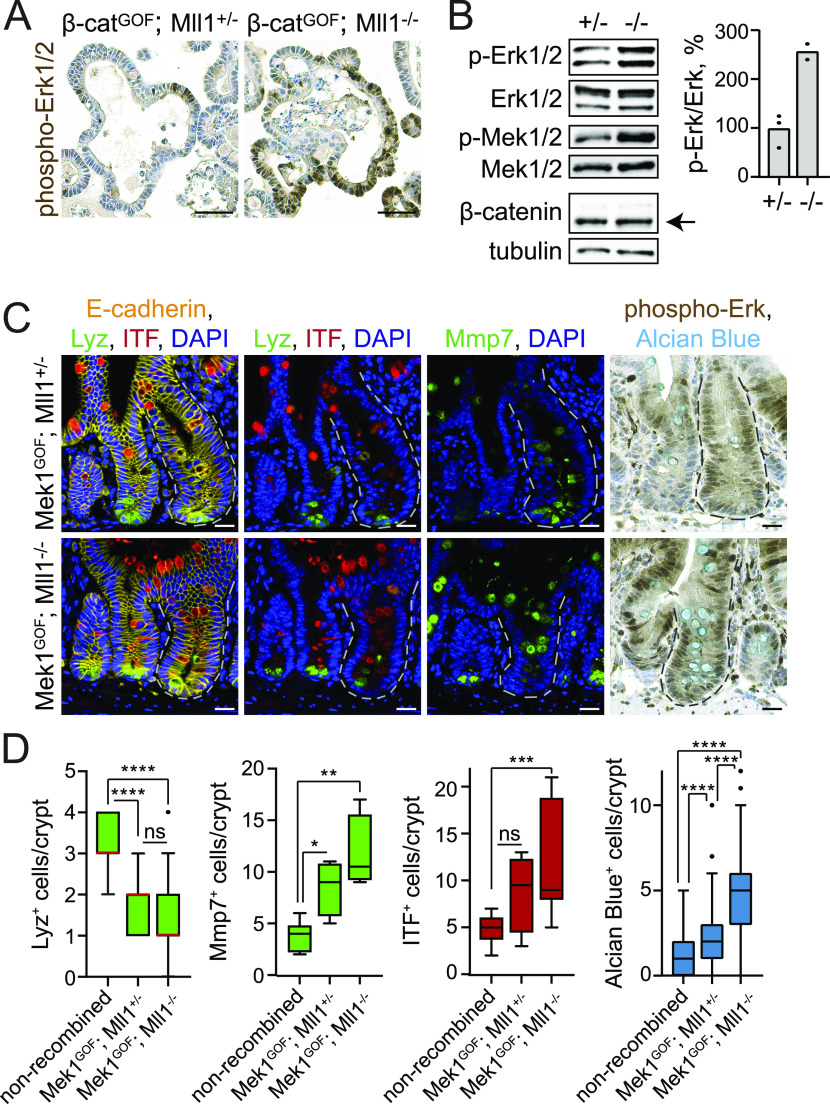
Loss of Mll1 unleashes Mapk signalling and goblet cell differentiation in Wnt-high crypt cells and β-cat^GOF^ organoids. **(A)** Immunohistochemistry stainings for phospho-Erk1/2 on sections of β-cat^GOF^; Mll1^+/−^ and β-cat^GOF^; Mll1^−/−^ organoids, nuclei counterstained with haematoxylin, scale bars 50 μm. **(B)** Western blot for phospho-Erk1/2 and Erk1/2, phospho-Mek1/2 and Mek1/2, and β-catenin in β-cat^GOF^; Mll1^+/−^ (+/−) and β-cat^GOF^; Mll1^−/−^ (−/−) intestinal organoids. Right: Quantification of phospho-Erk1/2 relative to total Erk1/2 levels in β-cat^GOF^; Mll1^+/−^ (+/−) and β-cat^GOF^; Mll1^−/−^ (−/−) organoids, n = 2 independent organoid lines. Tubulin as loading control for β-catenin. **(C)** Left: immunofluorescence for Lyz (green) and ITF (red) on sections of Mek1^GOF^; Mll1^+/−^ and Mek1^GOF^; Mll1^−/−^ mouse small intestine at 10 d after induction. Recombined mutant crypts are surrounded by dashed lines. Middle: immunofluorescence staining for Mmp7 (green) on serial sections. E-cadherin (yellow) stains cell borders, nuclei in blue (DAPI), scale bars 20 μm. Right: immunohistochemistry for phospho-Erk1/2 and Alcian blue staining for goblet cells, nuclei counterstained with haematoxylin, scale bars 20 μm. Stainings were performed in five independent mice per genotype. **(D)** Number of Lyz-positive, Mmp7-positive, ITF-positive, and Alcian blue-positive cells in Mek1^GOF^; Mll1^+/−^ and Mek1^GOF^; Mll1^−/−^ crypts compared with adjacent non-recombined crypts, quantified from n = 2 independent mice per genotype (Alcian blue counted from at least 25 crypts per mouse, n = 5 independent mice each), Mann–Whitney *U* test, ****P < 0.0001, *P = 0.012, **P = 0.002, ***P = 0.0002. Box plot indicates median (red line) and 25^th^, 75^th^ percentile (box) with Tukey whiskers.

**Figure S4.**
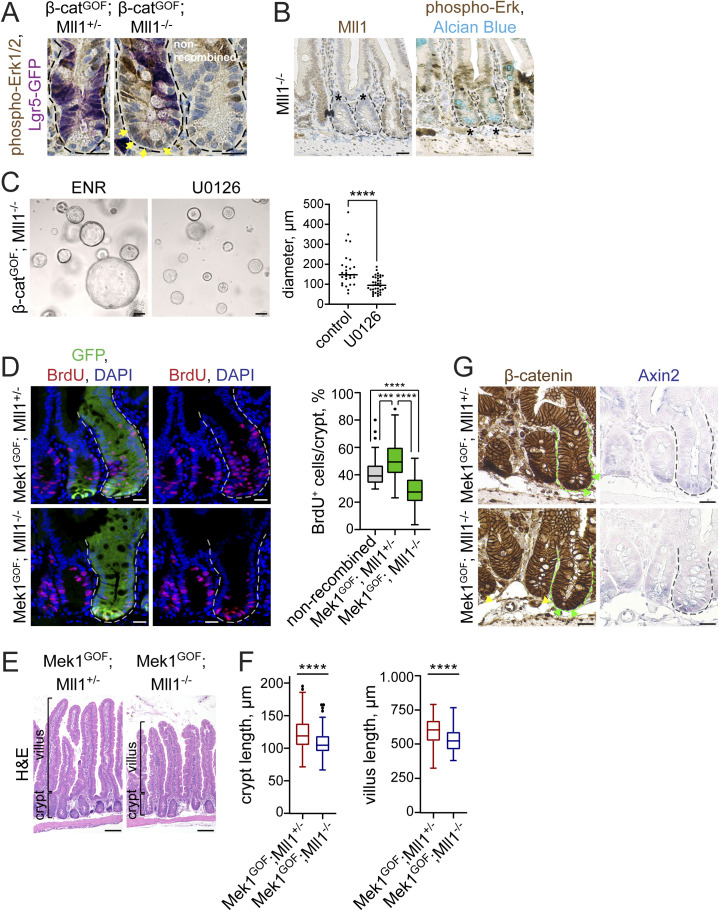
Loss of Mll1 abolishes Mapk-driven crypt proliferation and promotes Mapk-induced goblet cell differentiation. **(A)** Immunohistochemistry staining for phospho-Erk1/2 and Lgr5-GFP on sections of β-cat^GOF^; Mll1^+/−^ and β-cat^GOF^; Mll1^−/−^ intestines at 10 d post induction, compared with adjacent non-recombined crypt, nuclei counterstained with haematoxylin, scale bars 20 μm. Yellow arrows highlight phospho-Erk1/2 in nuclei of β-cat^GOF^; Mll1^−/−^ crypt cells. **(B)** Representative immunohistochemistry for Mll1 (left) and phospho-Erk1/2 (right) on serial sections of Mll1^−/−^ intestinal crypts at 50 d post induction (marked by asterisks), compared with adjacent non-recombined crypt (left). Alcian blue stains mucus-containing and goblet cells, nuclei counterstained with haematoxylin, scale bars 25 μm. **(C)** Bright-field images of β-cat^GOF^; Mll1^−/−^ organoids cultured in ENR (control) and treated with 5 μM Mek inhibitor U0126 for 72 h in NR without EGF. Quantification of organoid diameter on the right, measured from at least 27 organoids per condition. Mann–Whitney *U* test, ****<0.0001. Scatter plot with median. **(D)** Immunofluorescence for BrdU (red) and GFP (green) in crypts of Mek1^GOF^; Mll1^+/−^ mice and Mek1^GOF^; Mll1^−/−^ mice at day 10 after induction of mutagenesis, nuclei in blue (DAPI), scale bars 20 μm. Recombined crypts are surrounded by dashed lines. BrdU was incorporated for 2 h before euthanasia. Right: quantification of BrdU^+^ cells per total cells in mutant crypts of Mek1^GOF^; Mll1^+/−^ mice and Mek1^GOF^; Mll1^−/−^ mice compared with adjacent non-recombined crypts, n = 4 independent mice per genotype, Mann–Whitney *U* test, ****P < 0.0001, ***P = 0.0001. Box plot indicates median (middle line) and 25^th^, 75^th^ percentile (box) with Tukey whiskers. **(E)** Representative H&E stainings on sections of small intestines of Mek1^GOF^; Mll1^+/−^ and Mek1^GOF^; Mll1^−/−^ mice at 10 d after induction with tamoxifen, scale bars 100 μm. Stainings were performed in five independent mice per genotype. **(F)** Quantification of crypt and villus length in Mek1^GOF^; Mll1^+/−^ and Mek1^GOF^; Mll1^−/−^ mice (n = 5 independent mice per genotype) relative to n = 3 independent wild-type control mice, at least 15 crypt-villus units per mouse measured as indicated in (D), Mann–Whitney *U* test, ****P < 0.0001. Box plots indicate median (middle line) and 25^th^, 75^th^ percentile (box) with Tukey whiskers. **(G)** Immunohistochemistry for β-catenin (right) and *Axin2* in situ hybridisation (left) on sections of Mek1^GOF^; Mll1^+/−^ and Mek1^GOF^; Mll1^−/−^ intestine, nuclear counter-staining with haematoxylin and nuclear fast red, respectively, scale bars 50 μm. Mutant crypts are surrounded by dashed lines. Green and yellow arrows mark cells with nuclear β-catenin in non-recombined control and mutant crypts, respectively.

### Mll1 restricts Mapk-driven goblet cell differentiation

To further examine the role of Mll1 in the Wnt/Mapk-driven differentiation of secretory Paneth and goblet cells, we crossed in the *Mek1DD* allele (Cowley et al, 1994; Srinivasan et al, 2009). Cre-mediated recombination removes a transcription stop cassette and activates the expression of a constitutively active gain-of-function variant of *Mek1* (*Mek1DD*) from the *Rosa26* locus. We analysed *Mek1DD* mice with heterozygous and homozygous ablation of Mll1, *Lgr5-EGFP-IRES-Cre*^*ERT2*^; *Mek1DD*; *Mll1*^*flox/*+^ and *Lgr5-EGFP-IRES-Cre*^*ERT2*^; *Mek1DD*; *Mll1*^*flox/flox*^ mice (hereafter called Mek1^GOF^; Mll1^+/−^ and Mek1^GOF^; Mll1^−/−^, respectively) at 10 d after the induction of mutagenesis. Activation of Mapk signalling by Mek1^GOF^ in Mek1^GOF^; Mll1^+/−^ mice increased the proliferation of crypt cells, as seen through an increase in the incorporation of BrdU in mutant eGFP-positive crypts compared with adjacent non-recombined crypts (Fig S4D upper panel, quantification on the right). The eGFP is co-expressed with Mek1^GOF^ from an IRES-EGFP linked to the *Mek1DD* allele (Cowley et al, 1994; Srinivasan et al, 2009) and allows to distinguish recombined from non-recombined crypts. Of note, in *Lgr5-EGFP-IRES-Cre*^*ERT2*^; *Mek1DD* mice the eGFP also identifies Lgr5-GFP^+^ stem cells (Barker et al, 2007). The homozygous ablation of Mll1 in Mek1^GOF^; Mll1^−/−^ mice prevented the Mek1^GOF^-induced hyper-proliferation and restricted proliferation to the base of the crypts (Fig S4D lower panel, quantification on the right). In accordance with the observed increase in cell proliferation, Mek1^GOF^; Mll1^+/−^ intestines exhibited elongated villi and crypts (Fig S4E and F). The ablation of Mll1 reduced the Mek1^GOF^-driven elongation of crypts and villi (Fig S4E and F). High Mapk signalling in the crypts decreased the number of Paneth cells at the crypt bottom, as shown by immunostaining for the Paneth cell marker Lyz (green) on serial sections of adjacent recombined and non-recombined crypts (Fig 4C upper left, quantification in Fig 4D). Mmp7 staining (green) revealed the presence of secretory Paneth-like cells further up in the crypts (Fig 4C upper middle, quantification in Fig 4D). Mek1^GOF^; Mll1^+/−^ crypts did not show a strong increase in crypt-based goblet cells, as revealed by ITF (red) and Alcian blue staining compared with adjacent non-recombined crypts (Fig 4C upper panel). In contrast, Mek1^GOF^; Mll1^−/−^ crypts were filled with secretory cells, which were positive for the Paneth cell marker Mmp7 (green) and exhibited a strong expression of goblet cell markers (ITF [red], Alcian blue) (Fig 4C lower panel, quantifications in Fig 4D). To note, loss of Mll1 did not impede the Mek1DD-induced activation of Mapk signalling, as shown by IHC for phospho-Erk1/2 in the mutant crypts of Mek1^GOF^; Mll1^−/−^ mice compared with Mek1^GOF^; Mll1^+/−^ mice (Fig 4C right panel). Furthermore, Mek1^GOF^; Mll1^+/−^ and Mek1^GOF^; Mll1^−/−^ crypts both exhibited nuclear β-catenin (Fig S4G, left panel) and in situ hybridisation revealed equal expression levels of the Wnt target gene *Axin2* (Fig S4G, right panel), demonstrating that Mek1 activation and loss of Mll1 did not change the global Wnt activity at the crypt base.

The data demonstrate that loss of Mll1 in the background of activated Mapk signalling has a dual effect, whereas loss of Mll1 prevents the Mek1DD-induced crypt hyper-proliferation and villus elongation, it on the other hand synergizes with Mapk signalling in promoting generation of goblet cells. In other words, the presence of Mll1 promotes Mapk-induced progenitor cell proliferation and restricts goblet cell differentiation. Mll1-deficient secretory cells in Mek1^GOF^; Mll1^−/−^ crypts were double-positive for Paneth and goblet cell markers and did not fully mature into goblet cells, as we had also observed in β-cat^GOF^; Mll1^−/−^ crypts. These data indicate that Mll1 is critical for specifying Paneth and goblet cell fates. It safeguards the Wnt/Mapk–driven differentiation of secretory cells by preserving lineage-specific maturation.

### Mll1 controls the Wnt/Mapk–driven specification of Paneth and goblet cells

We established intestinal organoids from *Lgr5-EGFP-IRES-Cre*^*ERT2*^; *β-cat*^*GOF*^; *Mek1DD*; *Mll1*^*flox/*+^ and *Lgr5-EGFP-IRES-Cre*^*ERT2*^; *β-cat*^*GOF*^; *Mek1DD*; *Mll1*^*flox/flox*^ mice (hereafter called β-cat^GOF^; Mek1^GOF^; Mll1^+/−^ and β-cat^GOF^; Mek1^GOF^; Mll1^−/−^ mice, respectively) and induced mutagenesis in culture by in vitro administration of 4-OH tamoxifen. The β-cat^GOF^; Mek1^GOF^; Mll1^+/−^ organoids were highly proliferative, as revealed by staining for the proliferation marker Ki67 (Fig S5A, middle panel). The loss of Mll1 prevented the β-cat^GOF^; Mek1^GOF^-driven proliferation (Fig S5A, lower panel). We previously proposed opposing Wnt and Mapk signalling activities in goblet and Paneth cell lineage specification (Heuberger et al, 2014). In accordance, the simultaneous genetic activation of Wnt and Mapk signalling deregulated maturation of both Paneth (Lyz and Mmp7) and goblet cells (Alcian blue) (Fig 5A upper and middle panel, quantification in Fig 5B). These findings indicate the production of a proliferative non-specified cell population by simultaneous activation of Wnt and Mapk signalling. Remarkably, Paneth and goblet cells re-appeared in organoids with homozygous ablation of Mll1, largely as double-positive Paneth-goblet entities, as shown by immunostaining for Lyz, Mmp7, and ITF (Fig 5A lower panel, quantification in Fig 5B). RT–PCR analysis of β-cat^GOF^; Mek1^GOF^; Mll1^+/−^ and β-cat^GOF^; Mek1^GOF^; Mll1^−/−^ organoids confirmed the role of Mll1 in the control of Wnt/Mapk–driven secretory cell fate: The simultaneous activation of Wnt and Mapk signalling in the presence of Mll1 in β-cat^GOF^; Mek1^GOF^; Mll1^+/−^ organoids abrogated the expression of the Paneth cell genes *Mmp7* and *Lyz* (Fig 5C, dark green bars). The expression of the goblet cell gene *Klf4* was not decreased, which corresponded with the presence of ITF-positive goblet cells in β-cat^GOF^; Mek1^GOF^; Mll1^+/−^ organoids (Fig 5A middle panel, Fig 5C). Upon ablation of Mll1, the expression of *Lyz* was partly re-established and *Mmp7* expression strongly increased, as did the levels of the goblet cell–specific *Klf4* (Fig 5C, light green bars). These data from organoid culture support the role of Mll1 in controlling secretory cell specification induced by Wnt and Mapk.

**Figure S5.**
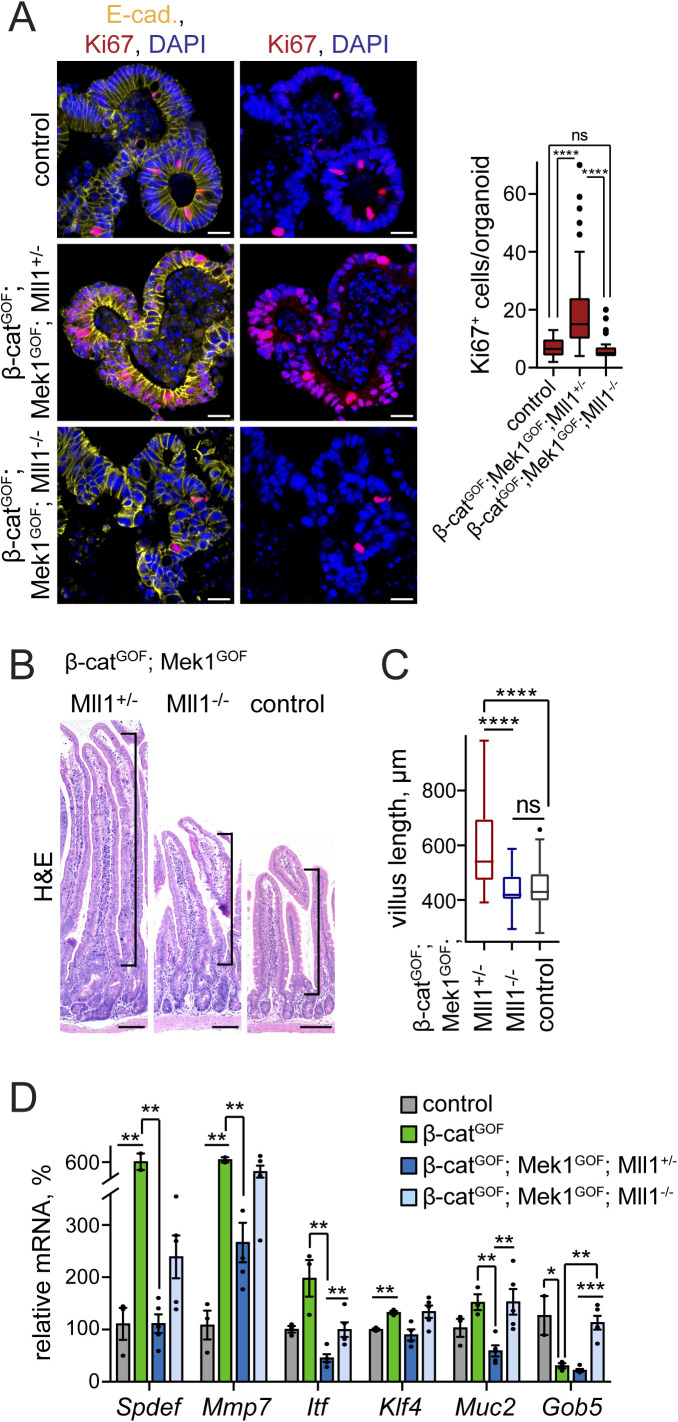
Loss of Mll1 abolishes proliferation and promotes Paneth/goblet cell differentiation in intestinal organoids and crypts with concomitant activation of Wnt and Mapk signalling. **(A)** Immunofluorescence staining for Ki67 (red) on sections of non-induced control and tamoxifen-induced β-cat^GOF^; Mek1^GOF^; Mll1^+/−^ and β-cat^GOF^; Mek1^GOF^; Mll1^−/−^ organoids. E-cadherin (yellow) stains cell borders, nuclei in blue (DAPI), scale bars 20 μm. Right: Quantification of Ki67^+^ cells per organoid in control, β-cat^GOF^; Mek1^GOF^; Mll1^+/−^ and β-cat^GOF^; Mek1^GOF^; Mll1^−/−^ organoids, n = 4 independent experiments, Mann–Whitney *U* test, ****P < 0.0001. Box plot indicates median (middle line) and 25^th^, 75^th^ percentile (box) with Tukey whiskers. **(B)** H&E staining on sections of small intestines of β-cat^GOF^; Mek1^GOF^; Mll1^+/−^ and β-cat^GOF^; Mek1^GOF^; Mll1^−/−^ at 20 d after induction with tamoxifen and wild-type control mice, scale bars 100 μm. Stainings were performed in n = 3 independent wild-type and n = 5 independent mutant mice per genotype. **(C)** Quantification of villus length in n = 5 independent β-cat^GOF^; Mek1^GOF^; Mll1^+/−^ and β-cat^GOF^; Mek1^GOF^; Mll1^−/−^ mice each at 20 d after induction relative to n = 3 independent control mice, at least 10 villi per mouse measured, Mann–Whitney *U* test, ****P < 0.0001. Box plot indicates median (middle line) and 25^th^, 75^th^ percentile (box) with Tukey whiskers. **(D)** mRNA expression of secretory lineage markers *Spdef*, *Mmp7*, *Itf*, *Klf4*, *Muc2*, and *Gob5* in intestines of control (grey, n = 3 independent mice), β-cat^GOF^ (green, n = 3 independent mice), β-cat^GOF^; Mek1^GOF^; Mll1^+/−^ (blue, n = 5 independent mice), and β-cat^GOF^; Mek1^GOF^; Mll1^−/−^ mice (light blue, n = 5 independent mice) at 20 d after the induction of mutagenesis, two-tailed unpaired *t* test, Spdef: **P = 0.009 (control/β-cat^GOF^), **P = 0.0046 (β-cat^GOF^/Mll1^+/−^), Mmp7: **P = 0.0012 (control/β-cat^GOF^), **P = 0.0026 (β-cat^GOF^/Mll1^+/−^), Itf: **P = 0.0014 (β-cat^GOF^/Mll1^+/−^), **P = 0.008 (Mll1^+/−^/Mll1^−/−^), Klf4: **P = 0.009, Muc2: **P = 0.002 (β-cat^GOF^/Mll1^+/−^), **P = 0.007 (Mll1^+/−^/Mll1^−/−^), Gob5: *P = 0.04, **P = 0.003, ***P = 0.00015. Data are presented as mean values ± SEM.

**Figure 5.**
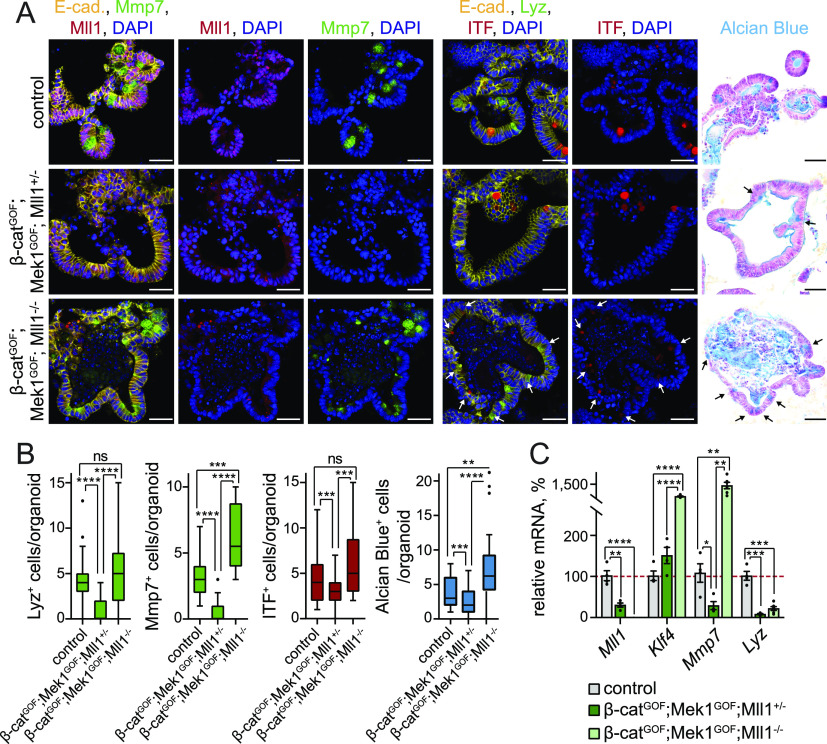
Loss of Mll1 induces mixed Paneth/goblet cell differentiation in intestinal organoids with concomitant activation of Wnt and Mapk signalling. **(A)** Left: immunofluorescence for Mmp7 (green) and Mll1 (red) on sections of non-induced (control) and 4-OHT–induced β-cat^GOF^; Mek1^GOF^; Mll1^+/−^ and β-cat^GOF^; Mek1^GOF^; Mll1^−/−^ intestinal organoids. Middle: immunofluorescence staining for Lyz (green) and ITF (red) on sections of organoids of the three genotypes, white arrows indicate cells with weak ITF expression. E-cadherin (yellow) stains cell borders and nuclei in blue (DAPI). Right: Alcian blue staining for goblet cells, nuclear fast red counterstaining, black arrows indicate Alcian blue–positive goblet cells. Scale bars 50 μm. **(B)** Quantifications of the numbers of Lyz-, Mmp7-, ITF-, and Alcian blue–positive cells per organoid in non-induced (control) and tamoxifen-induced β-cat^GOF^; Mek1^GOF^; Mll1^+/−^; and β-cat^GOF^; Mek1^GOF^; Mll1^−/−^ cultures, quantified from two independent organoid lines, Mann–Whitney *U* test, ****P < 0.0001, Mmp7 ***P = 0.0001, ITF ***P = 0.0006 (control-Mll1^+/−^), ***P = 0.0002, Alcian blue ***P = 0.0008, **P = 0.001. Box plots indicate median (middle line) and 25^th^, 75^th^ percentile (box) with Tukey whiskers. **(C)** mRNA expression of *Mll1* and the secretory Paneth/goblet cell genes *Klf4*, *Mmp7*, and *Lyz* in non-induced control and 4-OHT–induced β-cat^GOF^; Mek1^GOF^; Mll1^+/−^ (n = 4) and β-cat^GOF^; Mek1^GOF^; Mll1^−/−^ (n = 6) organoids, two-tailed unpaired *t* test, Mll1: ****P < 0.0001, **P = 0.0015, Klf4: ****P < 0.0001, Mmp7: *P = 0.017, **P = 0.004 (control-Mll1^−/−^), **P = 0.003 (Mll1^+/−^-Mll1^−/−^), Lyz: ***P = 0.00013 (control-Mll1^+/−^), ***P = 0.00015 (control-Mll1^−/−^). Data are presented as mean values ± SEM.

To further corroborate the regulatory function of Mll1 downstream of Wnt and Mapk signalling we induced the production of stabilized β-catenin, Mek1^GOF^ and the loss of Mll1 in intestinal epithelia by intraperitoneal injections of tamoxifen in β-cat^GOF^; Mek1^GOF^; Mll1^+/−^ and β-cat^GOF^; Mek1^GOF^; Mll1^−/−^ mice. The intestines of β-cat^GOF^; Mek1^GOF^; Mll1^+/−^ mice became dysplastic and exhibited elongated villi (Fig S5B, quantification in Fig S5C). The mice did not survive beyond 20 d after the induction of mutagenesis. Homozygous ablation of Mll1 attenuated the β-cat^GOF^; Mek1^GOF^-induced hyperplastic phenotype. The villi were of normal (wild-type) length (Fig S5B, quantification in Fig S5C). In the intestines of β-cat^GOF^ mice, we observed an increased expression of the Paneth cell marker *Mmp7* and the secretory lineage marker *Spdef*, whereas the goblet cell marker *Gob5* strongly decreased (Fig S5D), reflecting Wnt-driven Paneth cell specification (van Es et al, 2005). Simultaneous activation of Wnt and Mapk signalling in β-cat^GOF^; Mek1^GOF^; Mll1^+/−^ mice on the one hand decreased *Mmp7* expression and reverted the β-cat^GOF^-induced expression of *Spdef* to control levels, and on the other hand reduced the expression of the goblet cell markers *Itf*, *Muc2*, and *Gob5* compared with wild-type control intestines (Fig S5D). The ablation of Mll1 in β-cat^GOF^; Mek1^GOF^; Mll1^−/−^ mice re-established secretory cell differentiation in vivo, as demonstrated by up-regulation of *Spdef* and the Paneth cell–specific *Mmp7*, and by expression of the goblet cell markers *Itf*, *Muc2*, and *Gob5* (Fig S5D).

In summary, these data demonstrate that Mll1 keeps intestinal epithelial cells in an immature state while impeding secretory cell specification, and a decrease in Mll1 expression is necessary to allow for secretory differentiation. Our data further show that Mll1 also plays a role in specifying the Wnt/Mapk–driven differentiation of Paneth and goblet cells. In Wnt-high crypt cells, Mll1 suppresses a Mapk-induced goblet cell fate and thereby promotes Paneth cell specification. The loss of Mll1 unleashes Mapk signalling and cell-intrinsically perturbs segregation of secretory Paneth and goblet cell fates.

### Mll1 regulates Gata4/6 expression to restrict Mapk signalling and goblet cell fate

We previously reported that Mll1 regulates the expression of the transcription factor Gata4 to sustain stemness and restrict secretory goblet cell differentiation of β-cat^GOF^ intestinal cancer stem cells (Grinat et al, 2020). Mll1-deficient crypts exhibited a decreased expression of Gata4 (Fig S6A). *Gata4* expression was reduced in villinCre^ERT2^; Mll1^−/−^ organoids compared with non-induced control and villinCre^ERT2^; Mll1^+/−^ organoids (Fig S6B). As shown in Fig 2, the Mll1^−/−^ organoids did not exhibit altered *Math1* expression unless stimulated with Wnt3a (see Fig 2B). In accordance, β-cat^GOF^; Mll1^−/−^ organoids showed a decreased expression of *Gata4*, compared with β-cat^GOF^ organoids (Fig 6A). In these Wnt-high Mll1-deficient organoids, the decreased *Gata4* expression was associated with an up-regulation of the secretory transcription factor *Math1* (Fig 6B), matching previous reports that ablation of Gata4 enhances intestinal *Math1* levels and causes aberrant goblet cell differentiation (Beuling et al, 2011; Kohlnhofer et al, 2016). We established an inducible CRISPR/Cas9–mediated knockout system in wild-type intestinal organoids to ablate the expression of Gata4. IHC stainings for Gata4 and phospho-Erk1/2 on serial sections of sgGata4 organoids at 8 d after induction of Cas9 and mutagenesis revealed increased phospho-Erk1/2 levels and Alcian blue-positive goblet cells in Gata4-negative areas (Fig 6C). These data suggest that the increased Mapk activity and secretory goblet cell differentiation of Mll1-deficient cells is due to decreased levels of Gata4.

**Figure S6.**
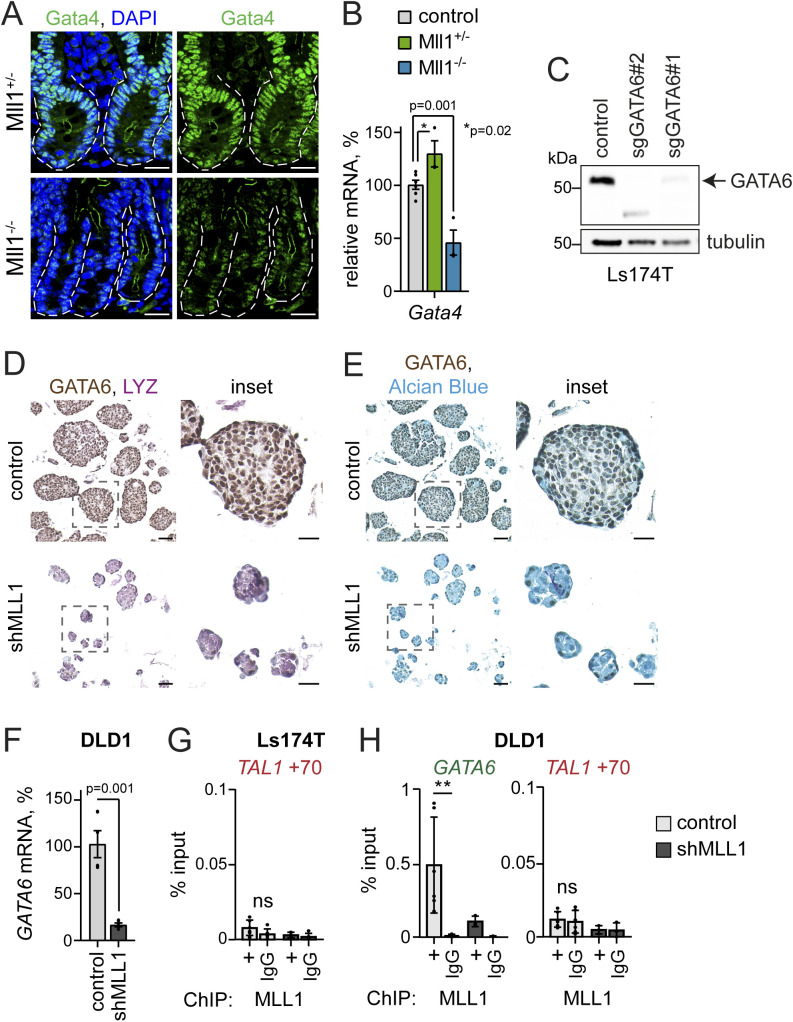
Mll1 regulates Gata4/6 expression. **(A)** Representative immunostaining for Gata4 on sections of intestinal crypts in Mll1^+/−^ and Mll1^−/−^ mice, nuclei in blue (DAPI), scale bars 20 μm. Mutant crypts are surrounded by dashed lines. **(B)** mRNA expression of *Gata4* in non-induced control (grey), villinCre^ERT2^; Mll1^+/−^ (green) and villinCre^ERT2^; Mll1^−/−^ organoids (blue) at 7–12 d after 4-OHT–induced mutagenesis, n = 3 independent experiments, two-tailed unpaired *t* test. Data are presented as mean values ± SEM. **(C)** Western blot for GATA6 in non-induced parental control, sgGATA6#1and sgGATA6#2 Ls174T cells. Tubulin as control for equal loading. **(D)** Immunohistochemistry for GATA6 (brown) and LYZ (violet) on sections of control and shMLL1 Ls174T spheres, scale bars 50 μm, insets 25 μm. **(E)** Immunohistochemistry for GATA6 (brown) and Alcian blue on serial sections of control and shMLL1 Ls174T spheres, scale bars 50 μm, insets 25 μm. **(F)** mRNA expression of *GATA6* in control and shMLL1 DLD1 sphere cells, n = 4 independent experiments, two-tailed unpaired *t* test. Data are presented as mean values ± SEM. **(G)** Negative control region *TAL1* +70 kb for MLL1 ChIP in control (light grey columns) and 6d doxycycline-induced shMLL1 Ls174T cells (black columns), represented as % input, n = 5 replicates derived from two biologically independent cell clones over four independent experiments, two-tailed unpaired *t* test, significance calculated for control versus shMLL1 and IgG. Data are presented as mean values ± SD. **(H)** ChIP for MLL1 in control (light grey columns) and 6d doxycycline-induced shMLL1 DLD1 cells (black columns), binding at the *GATA6* promoter, *TAL1* +70 kb as negative control region, represented as % input, n = 3 independent experiments, two-tailed unpaired *t* test, significance calculated for control versus shMLL1 and IgG, **P = 0.005. Data are presented as mean values ± SD.

**Figure 6.**
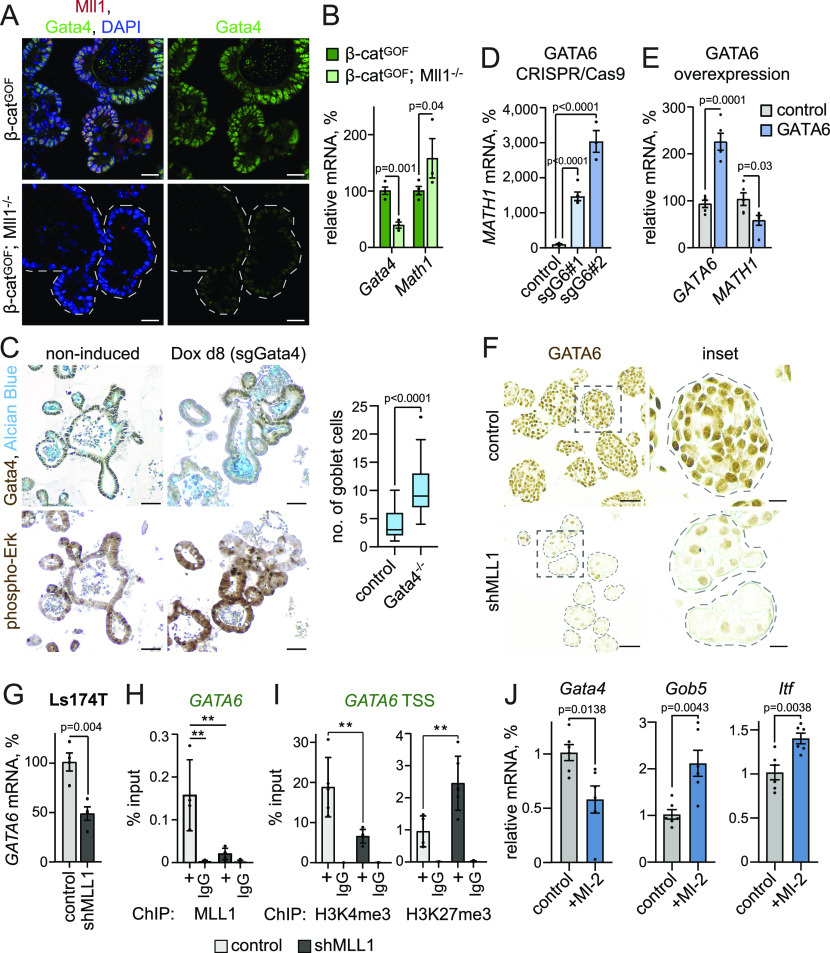
Mll1 controls Mapk signalling and goblet cell fate through regulation of Gata4/6 expression. **(A)** Immunofluorescence for Mll1 (red) and Gata4 (green) on sections of 4-OHT–induced β-cat^GOF^ and β-cat^GOF^; Mll1^−/−^ organoids. Nuclei in blue (DAPI), scale bars 20 μm. **(B)** mRNA expression of *Gata4* and *Math1* in β-cat^GOF^ and β-cat^GOF^; Mll1^−/−^ organoids, n = 3 independent experiments, two-tailed unpaired *t* test. Data are presented as mean values ± SEM. **(C)** Immunohistochemistry for Gata4 (upper panel) and phospho-Erk (lower panel) on serial sections of non-induced control and doxycycline (Dox)-induced sgGata4 organoids at day 8 after Cas9 induction, nuclei counterstained with haematoxylin. Alcian blue stains mucus and goblet cells, scale bars 50 μm. Right: quantification of the number of goblet cells in non-induced control organoids and Gata4-negative areas of sgGata4 organoids, counted in at least five organoids from two sgGata4 organoid lines in three independent rounds of Cas9 induction, Mann–Whitney *U* test. Box plot indicates median (middle line) and 25^th^, 75^th^ percentile (box) with Tukey whiskers. **(D)** mRNA expression of *MATH1* in control and two independent sgGATA6 Ls174T cell clones, n = 3 experiments, two-tailed unpaired *t* test. Data are presented as mean values ± SEM. **(E)** mRNA expression of *GATA6* and *MATH1* in Ls174T cells at 72 h after transfection with GATA6 cDNA (blue bars) compared to control cells (grey bars), n = 5 replicates from four independent experiments, two-tailed unpaired *t* test. Data are presented as mean values ± SEM. **(F)** Immunohistochemistry for GATA6 on sections of control and shMLL1 Ls174T spheres, scale bar 50 μm, inset 25 μm. **(G)** mRNA expression of *GATA6* in control and shMLL1 Ls174T sphere cells, n = 4 independent experiments with three biologically independent samples, two-tailed unpaired *t* test. Data are presented as mean values ± SEM. **(H)** ChIP for MLL1 in control (light grey columns) and 6d doxycycline-induced shMLL1 Ls174T cells (black columns), binding at the *GATA6* promoter, represented as % input, n = 5 replicates derived from two biologically independent cell clones over four independent experiments, two-tailed unpaired *t* test, significance calculated for control versus shMLL1 and IgG, **P = 0.002, **P = 0.007. Data are presented as mean values ± SD. **(I)** ChIP for H3K4me3 and H3K27me3 at the transcriptional start site of *GATA6* in control (grey columns) and 11d doxycycline-induced shMLL1 Ls174T cells (black columns), represented as % input, n = 5 replicates from two biologically independent cell clones over four independent experiments, two-tailed unpaired *t* test, significance calculated for control versus shMLL1, **P = 0.007, **P = 0.004. Data are presented as mean values ± SD. **(J)** mRNA expression of *Gata4* and goblet cell markers *Gob5* and *Itf* in wild-type control organoids and upon 48 h of Mll1 inhibition with 1.5 μM MI-2, n = 6 from three independent organoid lines, two-tailed unpaired *t* test. Data are presented as mean values ± SEM.

To further define the role of Mll1 in the regulation of Gata4 and secretory cell differentiation, we studied the Wnt-high human colon cancer cells Ls174T and DLD1 (van de Wetering et al, 2002; van der Flier et al, 2007), from which we had previously established MLL1 knockdown lines (Grinat et al, 2020). We used the CRISPR/Cas9 technology to ablate the expression of GATA6, the colon homologue of Gata4 (Whissell et al, 2014), in Ls174T cells (Fig S6C). As observed in β-cat^GOF^; Mll1^−/−^ organoids, CRISPR/Cas9-mediated knockout of GATA6 in Ls174T cells increased the expression of the secretory transcription factor *MATH1* (Fig 6D). Vice versa, transient overexpression of GATA6 in Ls174T cells decreased *MATH1* expression (Fig 6E). IHC staining for GATA6 on control and shMLL1 Ls174T spheres revealed a strong decrease in GATA6 levels upon depletion of MLL1 (Fig 6F). MLL1 knockdown spheres with decreased expression of GATA6 exhibited increased levels of LYZ and Alcian blue staining (Fig S6D and E). We performed chromatin immunoprecipitation (ChIP) of MLL1 in Ls174T and DLD1 colon cancer spheres, in which knockdown of MLL1 decreased the mRNA expression of *GATA6* (Figs 6G and S6F). ChIP revealed MLL1 binding to the *GATA6* promoter (Figs 6H and S6G and H). The enrichment was reduced in shMLL1 Ls174T and DLD1 cells, and was absent at a negative control region 70 kb downstream of the *TAL1* promoter. Activating H3K4me3 at the *GATA6* transcriptional start site switched to repressive H3K27me3 upon knockdown of MLL1 (Fig 6I). To corroborate the enzymatic function of Mll1 in controlling secretory goblet cell differentiation we treated wild-type intestinal organoids with MI-2. After 48 h of MI-2 treatment, the organoids showed decreased expression of *Gata4* and increased expression of the goblet cell markers *Itf* and *Gob5* (Fig 6J). These data reveal the Mll1 methyltransferase as an upstream regulator of a Gata4/6-Math1 axis that counters Mapk activity and goblet cell differentiation in Wnt-high secretory progenitor cells.

## Discussion

Here we report a role of the epigenetic regulator Mll1 in Wnt- and Mapk-driven cell fate specification of secretory progenitors in the intestinal epithelium. We show that Mll1 promotes proliferation and the progenitor cell state, and impedes secretory differentiation into goblet and Paneth cells. Our data reveal an Mll1-dependent regulation of the dual role of Mapk signalling in progenitor cells of the TA zone, promoting cell proliferation in Mll1-high TA cells and instructing goblet cell differentiation in Mll1-low progenitor cells. Ablation of Mll1 resulted in cells double-positive for Paneth and goblet cell markers, revealing a role of residual Mll1 in segregating Wnt- and Mapk-instructed Paneth and goblet cell fates. Our data provide evidence for a dual role of Mll1 in progenitor cell maintenance and cell fate determination in the intestinal epithelium.

Cell fate choice in the TA zone is guided by an interplay of various signalling pathways. Notch signalling controls the specification of absorptive versus secretory lineages. Inhibition of Notch signalling up-regulates the expression of *Math1* and causes accumulation of secretory cells double-positive for the Paneth and goblet cell markers Mmp7 and Muc2 (van Dussen et al, 2012). The differentiation of the secretory Paneth and goblet cells critically depends on Wnt and Mapk activities, respectively (Heuberger et al, 2014). We observed that simultaneous activation of Wnt/β-catenin and Mek1/Mapk signalling abrogated secretory cell maturation in intestinal organoids and imposed an immature precursor state, as we had previously suggested (Heuberger et al, 2014). Whereas β-cat^GOF^-induced Wnt activation promoted a Paneth cell fate and prevented Mapk-induced goblet cell differentiation, the ablation of Mll1 in β-cat^GOF^ and in β-cat^GOF^; Mek1^GOF^ cells led to re-appearance of goblet cells, largely as mixed Paneth-goblet entities. This suggests that Mll1 restricts Mapk signalling and goblet cell specification of secretory progenitor cells. Of note, the loss of Mll1 results in increased goblet cell specification in the wild-type intestine but a global increase in Mapk activity is not visible, which we ascribe to the transient nature and small population of secretory progenitor cells, in which this regulatory circuit is active. Consistent with the role of Wnt signalling for Math1-positive secretory progenitors (Tian et al, 2015), Wnt activation by Wnt3a treatment or β-cat^GOF^ expands the secretory progenitor pool and hence allows to detect molecular and signalling effects. In Mll1-competent Mek1^GOF^ crypts, Mapk signalling promoted cell proliferation. The ablation of Mll1 shifted the effect of Mapk signalling from pro-proliferative to induction of goblet cell differentiation. Mek1^GOF^; Mll1^−/−^ crypts exhibited increased numbers of goblet cells. The presence of Mll1 thus maintains a proliferative progenitor state and restricts goblet cell differentiation. This closely fits our observation of high levels of Mll1 in TA cells, in which active Mapk signalling promotes cell proliferation (Heuberger et al, 2014; Grinat et al, 2020).

The accumulating secretory cells in Mek1^GOF^; Mll1^−/−^ crypts were double-positive for Paneth and goblet cell markers despite high Mapk activity and absence of Mll1, indicating that Mll1 is essential for preserving the lineage specification of Paneth and goblet cells. Like Mll1, polycomb PRC2 complexes have been implicated in the maintenance of intestinal stem and progenitor cells: their genetic ablation causes loss of stem cells and aberrant secretory differentiation (Chiacchiera et al, 2016; Jadhav et al, 2016). Deletion of PRC2 has been shown to disrupt the intestinal differentiation program and cause accumulation of mixed Paneth/goblet cells in intestinal crypts (Koppens et al, 2016). In the light of our data, this highlights the importance of a proper balance of Mll1 and PcG activities for establishing and maintaining cell identity in Paneth/goblet cell progenitors. Our data suggest that Mll1—like PRC2—exerts a dual role in intestinal homeostasis: it sustains intestinal progenitor cells and needs to be down-regulated to enable terminal differentiation (Grinat et al, 2020; Goveas et al, 2021), but also plays a role in controlling cell fate specification of secretory Paneth and goblet cells.

The transcription factors Gata4 and Gata6 are required for secretory cell differentiation and lineage maturation in the epithelium of the small intestine and colon (Beuling et al, 2011). Gata4 is expressed throughout the small intestinal epithelium of the jejunum, but is absent in goblet and enteroendocrine cells (Bosse et al, 2006). In line with our data, the ablation of Gata4 promotes maturation of goblet cells (Beuling et al, 2011). However, we did not observe a strong effect of Mll1 and Gata4 depletion on the enteroendocrine cell fate. Mll1^−/−^ organoids showed a slightly reduced expression of the enteroendocrine progenitor marker *Neurog3*, which may further promote the acquisition of a goblet cell fate (Li et al, 2021), but the number of differentiated enteroendocrine cells was unchanged in Mll1^−/−^ intestine.

A recent study reported a negative regulation of Mapk signalling by Gata4 in the developing stomach epithelium through Gata4-mediated expression of negative regulators such as *Spry2*, *Dusp4*, and *Dusp6* (Sankoda et al, 2021). In the intestine, loss of Dusp6, which would correspond to a loss of Mll1/Gata4, results in increased numbers of goblet cells without affecting enteroendocrine cells (Beaudry et al, 2019). This might also happen in the TA cells of the intestinal epithelium, where Mapk activity must be balanced between promoting cell proliferation and inducing goblet cell differentiation. Loss of negative Mapk regulator expression in Gata4-low cells increases Mapk activity and promotes goblet cell differentiation. Our data reveal Mll1 as an epigenetic regulatory hub in the crosstalk of Wnt and Mapk signalling in the context of secretory cell specification. By sustaining the expression of Gata4/6 transcription factors, Mll1 balances opposing Wnt and Mapk activities to suppress goblet cell specification and promote the alternate Paneth cell fate in mixed-lineage secretory progenitors. A similar mechanism has been described in the immune system, where Mll1 regulates Gata3 to specify and maintain memory Th2 cells (Yamashita et al, 2006). In intestinal development, a suppressive function of Mapk signalling on Wnt signalling has been reported (Wei et al, 2020). In lineage specification in the adult intestinal epithelium, Mapk signalling suppresses Wnt-driven Paneth cell specification (Heuberger et al, 2014). Crosstalk of Wnt and Mapk signalling is also frequently observed in cancer, where both pathways regulate each other either negatively or positively dependent on the cancer type (Guardavaccaro & Clevers, 2012). In oncogenic Wnt-activated intestinal cancer cells, the loss of Mll1 promotes the Mapk-dependent goblet cell fate (Grinat et al, 2020). We here show that loss of Mll1 in Mapk-activated cells results in the production of mixed Paneth/goblet cells. Concomitant genetic activation of Wnt and Mek1 results in non-specified cell populations that differentiate upon ablation of Mll1. Thus, Mll1 emerges as a regulatory module of Wnt and Mapk signalling.

Altogether, our study illustrates the interplay of epigenetic and signalling cues in the control of cell fate specification in adult tissues. Our data unravel Mll1 as an epigenetic factor in the regulation of secretory lineage specification in the intestinal epithelium. Mll1 coordinates Wnt and Mapk signalling to sustain progenitor cell proliferation and specify secretory Paneth and goblet cell fates through Gata4/6 transcription factors.

## Materials and Methods

### Mice

Mice were bred in pathogen-free conditions, and care and use of animals were performed according to the European and national regulations, published in the Official Journal of the European Union L 276/33, 22 September 2010. Transgenic mouse lines used have been previously described: Lgr5-EGFP-IRES-Cre^ERT2^ (Barker et al, 2007), villin-Cre^ERT2^ (el Marjou et al, 2004), Mll1^flox^ (Denissov et al, 2014; Chen et al, 2019), Rosa26-lacZ (Soriano, 1999), β-cat^GOF^ (Harada et al, 1999), and Mek1DD (Cowley et al, 1994; Srinivasan et al, 2009). Mutagenesis was induced in 4–6-wk-old mice by intraperitoneal injections of tamoxifen (50 mg/kg; Sigma-Aldrich, diluted 1:10 in sunflower oil) on three consecutive days. Mice were analysed at the indicated time points after the last tamoxifen injection. Mice were given i.p. injections of BrdU (Millipore), final concentration 50 μg/g of body weight in PBS at 2 h before euthanasia. Both females and males were analysed.

### Isolation of Paneth cells and RNA sequencing

*Lgr5-EGFP-IRES-Cre*^*ERT2*^; *Mll1*^*flox/*+^ and *Lgr5-EGFP-IRES-Cre*^*ERT2*^; *Mll1*^*flox/flox*^ littermates (n = 4) were given tamoxifen via i.p. injections for three consecutive days and were dissected 10 d later. For isolation of Paneth cells, crypts were dissociated into single cells with TrypLE Express (Thermo Fisher Scientific) for 30 min at 37°C. Dissociated cells were passed through 70 μm cell strainer and washed wit 5% FBS/PBS. Cells were stained with PE-conjugated anti-CD24 (1:100 dilution, Cat. no. 12-0242-81; eBioscience) antibody, APC-conjugated anti-326 epithelial cell adhesion molecule (EpCAM) antibody (1:100 dilution, Cat. no. 17-5791-80; eBioscience) and Alexa-Fluor 700 CD45 antibody (1:50 dilution, 560693; BD) for 45 min on ice. Stained cells were collected by centrifugation and resuspended in SYTOX blue dead cell stain (1:20,000 dilution; Thermo Fisher Scientific). FACS sorting for viable EpCAM^+^ Cd24^+^ Paneth cells was performed on a FACS AriaTM III cell sorter (BD). 300 single cells were sorted into a PCR tube containing 2 μl of nuclease-free H_2_O with 0.2% Triton-X 100 and 4 U murine RNase Inhibitor (New England Biolabs) and stored at −80°C. RNA isolation and library preparation were performed based on the Smart-seq2 protocol (Picelli et al, 2013). In brief, RNA was denatured for 3 min at 72°C in the presence of 2.4 mM dNTP (Invitrogen), 240 nM dT-primer, and 4 U RNase Inhibitor (New England Biolabs) and reverse-transcribed using the Superscript II Reverse Transcriptase (Invitrogen). Single-stranded cDNA was amplified with the Kapa HiFi HotStart Readymix (Roche) and purified using Sera-Mag SpeedBeads (GE Healthcare). cDNA quality and concentration were determined with the Fragment Analyzer (Agilent Technologies). Sequencing was performed on a Nextseq500 (Illumina) with a sample sequencing depth of 30mio reads on average. RNA seq reads were aligned to the mm10 transcriptome with GSNAP (version 2018-07-04) and a table of read counts per gene was created based on the overlap of the uniquely mapped reads with the Ensembl Gene annotation (version 92), using featureCounts (version 1.6.3). Read counts were further processed with the DESeq2 R package (version 1.22.2). Sample-to-sample correlation was computed by Euclidean distance between samples based on the normalized counts. 

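On log2 normalized counts of the tested genes, with 1 added to each, the mean Euclidean distance was 114 between mice of the same genotype and 122 between mice of different genotypes. None of the other 34 splits of the 8 libraries into 4 and 4 gave as large a difference (exact permutation test, p = 0.0286). On normalized counts without the logarithm, where the most abundant genes decide the distance, 12 of the 35 splits gave a difference as large (exact permutation test, p = 0.343). The mean distance of knockout 3 to the other libraries was 176, against 106 to 115 for the other 7.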

Differential gene expression analysis was performed with DESeq2, for which a maximum of 10% false discovery rate (FDR) was accepted. 

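With a false discovery rate of 10% and no limit on the fold change, edgeR's quasi-likelihood test gave 38 genes, 31 higher and 7 lower in the knockouts. The number of genes changed at 10% FDR was 190 with DESeq2's Wald test on the same genes, and 176 with a prior on the fold changes. On simulated counts for 12995 genes, in which 185 genes were changed 2-fold or 4-fold and a planted list of 20 other genes 2-fold, edgeR made 86 calls at the cutoffs of the volcano plots, of which 5.81% were genes left unchanged, and DESeq2's Wald test made 142, of which 17.6% were.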

Volcano plots were generated by a generic R X-Y plotting using the log_2_FoldChange versus the log_2_ adjusted *P*-values. RNA seq differential expression data can be found in Supplemental Data 1. 

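The part of Supplemental Data 1 used here holds 1897 of its 21477 genes, those with the highest fold changes, down to a log2 fold change of 0.43, and gives 2 fits whose difference the paper's text does not name. Of the genes named here, 34 are in that part, and all 34 were higher in the knockouts in the edgeR fit too. That part holds only genes that rose in a fit of these same libraries, so the shared sign is not independent evidence. The paper's reported log2 fold changes of Axin2 are 0.76 and 0.71 in the 2 fits. From the deposited counts edgeR gave 0.9 (standard error 0.31, adjusted p = 0.505), and the groups overlapped (exact permutation test, p = 0.0571). The paper's reported values for Nkd1 are 2.39 and 2.36, and DESeq2 with a prior on the fold changes gave 2.33.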

RNA seq data are available under GEO accession number GSE177047.

Supplemental Data 1. Differentially regulated genes in Paneh cells isolated from day 10 bCatGOF;Mll1+/− (het) and bCatGOF;Mll1−/− (hom) mice.

### Organoid culture

Intestinal organoids were obtained as previously described (Heuberger et al, 2014; Grinat et al, 2020): small intestines of mice were dissected and dissociated in 8 mM EDTA/PBS for 5 min at RT followed by 20 min incubation in ice-cold 2 mM EDTA/PBS at 4°C. The epithelia were fractionated by shaking in ice-cold PBS. 250 crypts were seeded in 20 μl of growth factor-reduced Matrigel (Matrigel 356231; BD) and cultured in basic crypt medium (60/40 Advanced DMEM/F12 supplemented with N2 and B27, GlutaMax, N-Acetylcysteine, and Penicillin/Streptomycin [Invitrogen]) containing 50 ng/ml mEGF (Gibco), 100 ng/ml mNoggin (PeproTech) and 500 ng/ml hR-Spondin1 (PeproTech) (ENR medium). Organoids were split every 4–6 d by mechanical disruption. Cre-mediated recombination was induced by addition of 800 nM 4-hydroxy-tamoxifen (4-OHT) for 2 d. β-cat^GOF^ organoids were selected by R-Spondin1 withdrawal. All analyses were performed at 7–10 d after mutagenesis. Recombinant Wnt3a (1324-WN; R&D Systems) was added for 72 h. 5 μM U0126 (Cat. no. 662005; Calbiochem) treatment for 72 h in EGF-free crypt medium supplemented with Noggin and R-spondin1, 1.5 μM MI-2 (Cat. no S7618; Selleckchem) treatment for 48 h.

### Cell culture

DLD1 and Ls174T human colon cancer cell lines were cultured in 1× DMEM supplemented with 10% FBS and 1% Penicillin/Streptomycin (PenStrep) at 37°C and 5% CO_2_. Cell line identity was confirmed by Multiplex human Cell line Authentication (Multiplexion). Inducible pInd11-shMLL1 knockdown cell lines were generated as previously described (Meerbrey et al, 2011; Fellmann et al, 2013; Grinat et al, 2020). For GATA6 overexpression, Ls174T cells were transiently transfected with pcDNA3.1-GATA6 (clone OHu27933; GenScript) or pcDNA3.1 empty vector control using Lipofectamine 2000 (Invitrogen) and harvested for RNA isolation at 72 h after transfection.

### CRISPR/Cas9 genome editing

#### Generation of lentiviral particles

For CRISPR/Cas9-mediated genome editing, the TLCV2 vector system was used (Addgene plasmid #87360, a gift from Adam Karpf). sgRNAs targeting mouse Gata4 (sgGata4-#1: 5′-GTCATCAAACATATCTACTG-3′ and sgGata4-#3: 5′-AGAACCATGTCTGCTCTGGT-3′; sgGata4-#4fwd: 5′-GACAGACTGATCTATAATCG-3′ and sgGata4-#4rev: 5′-GTGTGTGTGATGGAATGTAG-3′) or human GATA6 (sgGATA6#1: 5′-TTTCTAGCCTTCATCACGG-3′, sgGATA6#2: 5′-GCAATCATCTGAGTTAGAAG-3′) were individually cloned into TLCV2. For production of lentiviral particles, 293TN cells were co-transfected with 10 μg psPAX2, 2.5 μg pMD2.G, and 10 μg TLCV2 containing the respective sgRNA by transfection with PEI (Sigma-Aldrich). Lentiviral particle–containing supernatants were collected at 24 and 48 h post transfection, passed through a 0.45-μm filter and concentrated with Lenti-X Concentrator (Takara).

#### Transduction of intestinal organoids

Intestinal organoids were cultured in ENR medium supplemented with 3 μM CHIR99021 and 500 ng/ml Wnt3a for 96 h before lentiviral transduction. Organoids were dissociated with TrypLE (Gibco) for 2 min in a 37°C water bath, washed once with 0.1% BSA/PBS, resuspended in ENR medium supplemented with 500 ng/ml Wnt3a, 10 μM Y27632 (#A9165; Sigma-Aldrich), and Transdux (#631231; System Bioscience) and mixed 1:1 with the lentiviral particles (1:1 mix of TLCV2-sgGata4-#1 and -#3 and TLCV2-sgGata4-#4fwd and -#4rev, respectively). Spinoculation was performed in PolyHEMA-coated 48-well plates at 1,000*g* for 1 h at RT, followed by 5-h incubation at 37°C. Transduced cells were then washed with 0.1% BSA/PBS, seeded in Matrigel, and cultured in ENR medium supplemented with 500 ng/ml Wnt3a and 10 μM Y27632 for 2 d. The medium was changed to basic ENR crypt medium and transduced organoids were selected with 1 μg/ml puromycin for 3 d starting from day 4 after transduction. Cas9 activity in stable organoids was induced with 600 ng/ml doxycycline (D5897; LKT Laboratories) for 3 d. Gata4 knockout organoids were analysed 5 d after mutagenesis.

#### Transduction of Ls174T cells

For lentiviral transduction, lentiviral particles (TLCV2-sgGATA6#1 or TLCV2-sgGATA6#2) were mixed 1:1 with fresh growth medium containing 8 μg/ml polybrene. Ls174T cells were spinoculated at 300*g* for 1 h at RT, followed by overnight incubation at 37°C. Transduced cells were selected with 1 μg/ml puromycin for 3 d starting from day 4 after transduction. Cas9 activity was induced with 600 ng/ml doxycycline (D5897; LKT Laboratories) for 3 d. Induced cells were sorted by FACS for GFP, which is co-expressed with Cas9 from TLCV2 and cultured as single cell clones to establish Ls174T sgGATA6 cell lines. One representative cell clone per sgRNA was selected for further analysis and compared with non-induced parental control.

### Histology, immunofluorescence staining, and analysis

Murine tissue was fixed in 4% formaldehyde/PBS, and histological analyses were performed on 5–7-μm paraffin sections. Organoids were fixed in 4% formaldehyde/PBS for 1 h and embedded in 1.5% agarose/PBS. For immunostaining on paraffin sections, antigen retrieval was carried out by boiling in 10 mM sodium citrate, pH 6.0, or 1 mM EDTA 20 mM Tris, pH 8.5. For IHC, sections were incubated in 4% H_2_O_2_/PBS for 5 min before 1-h incubation with blocking solution (0.1% Tween 20, 5–10% horse serum, 1% BSA in PBS) followed by incubation of the primary antibody diluted in blocking solution overnight at 4°C. For Mll1 staining, antigen retrieval was performed by boiling in 10 mM sodium citrate, pH 6.0, for 15 min, and sections were permeabilized in ice-cold methanol for 10 min before incubation in blocking solution. Fluorochrome-conjugated or HRP-coupled secondary antibodies and DAPI were incubated in blocking solution for 1–2 h at RT. IHC was developed with the DAB chromogenic substrate (DAKO), dehydrated and mounted with non-aqueous mounting medium (Entellan). Fluorochrome-conjugated or HRP-coupled secondary antibodies were incubated for 1 h at RT. IHC was developed with the DAB chromogenic substrate (DAKO). For H&E staining, tissue sections were incubated with haematoxylin solution for 1 min and stained with eosin for 5 min before dehydration and mounting with non-aqueous mounting medium. Alcian blue solution (pH 2.5 in 3% acetic acid) was incubated for 30 min, and sections were counterstained with nuclear fast red for 5 min or haematoxylin for 30 s. PAS staining was performed using the PAS staining kit (#101646; Millipore).

### In situ hybridization

5-μm-thick intestinal paraffin sections were rehydrated and treated with 0.2 N hydrochloric acid and proteinase K. Slides were then post-fixed with 4% formaldehyde/PBS, demethylated with acetic anhydride, and prehybridized. Hybridization with RNA probes was performed in a humid chamber with 1 μg/ml digoxigenin-labelled *Axin2* RNA probe for 24 h at 63°C (Klaus et al, 2007). Slides were washed, blocked, and incubated with anti-digoxigenin-alkaline phosphatase conjugate overnight at 4°C. The stainings were developed with BM purple and counterstained with Pyronin G.

### Light microscopy and data analysis

Representative z-stacks were acquired with inverted laser scanning microscopes LSM710 and LSM700 using 405, 488, 561, and 633-nm lasers and a PlanApochromat 40× NA 1.3 objective (Zeiss) or a spinning disc confocal microscope CSU-W1 (Nikon/Andor) equipped with an iXON888 camera, using PlanApo 20× NA 0.75 and Apo LWD 40× NA 1.15 objectives. Maximal intensity projections of z-stacks were performed with ImageJ.

### ChIP

ChIP of histone modifications was performed from pInd11-shMLL1 Ls174T cell lines induced with 300 ng/ml doxycycline for 11 d, following the instructions of the iDEAL ChIP-seq kit for histones (Diagenode), as described in Grinat et al (2020). For ChIP of Mll1, pInd11-shMLL1 Ls174T and DLD1 cell lines were induced with 300 ng/ml doxycycline for 6 d and chromatin was prepared using the ChIP-IT Express kit (Active Motif). Cells were grown to 80% confluency, trypsinized for 3 min at 37°C, fixed in 1% formaldehyde for 10 min, and quenched in glycine for 5 min at RT. Chromatin was sheared with a Branson Sonifier 450 (3 min shearing time, duty cycle 60, output control 6, sonified 10× for histone ChIPs, 4× for Mll1 ChIPs, and 1 min pause between each sonication round). Shearing efficiency was checked on a 1% agarose gel. 10 μg of sheared chromatin were used for Mll1 ChIPs. ChIP-qPCR analysis was performed in a total volume of 20 μl SYBR green reaction mix (Roche Diagnostics) containing 0.25 μM of forward and reverse primers each in a CFX96-C1000T thermal cycler (Bio-Rad): 2 min at 50°C and 2 min at 95°C followed by 42 cycles of 15 s at 95°C and 1 min at 60°C. Ct values of precipitated DNA were calculated relative to input DNA (% input). ChIP-qPCR primers were designed using H3K4 methylation profiles available in the UCSC genome browser (human reference genome GRCh37/hg19) and the Mll1 ChIP-seq UCSC genome browser dataset from Active Motif (https://www.activemotif.com/catalog/details/61295/mll-hrx-antibody-pab). Primer sequences used for ChIP-qPCR are given in Table S1.

Table S1 Primer sequences for chromatin immunoprecipitation-qPCR.

### Western blotting

Organoids were harvested and washed once in ice-cold 0.1% BSA-PBS, and cells were washed twice in PBS before lysis in ice-cold RIPA buffer (50 mM Tris, pH 8.0, 150 mM NaCl, 0.1% SDS, 1% NP40, and 0.5% sodium deoxycholate) containing protease inhibitors (cOmplete Mini EDTA-free; Roche) and phosphatase inhibitor cocktails 2 and 3 (Sigma-Aldrich). Total cell extracts were separated on polyacrylamide gels and transferred to a nitrocellulose membrane via semidry transfer for 1 h 15 min at 90 mA. Membranes were blocked with 5% BSA or 5% skim milk in 0.1% Tween 20/TBS and probed with primary antibody diluted in blocking solution over night at 4°C. HRP-conjugated secondary antibodies were incubated for 1 h at RT. Immunoblots were developed with Western Lightning Plus ECL (PerkinElmer) for 3 min and imaged with a Vilber Lourmat imaging system FUSION SL-3.

### Antibodies

The following antibodies were used in this study (dilutions given for immunostaining): anti-Mll1 (D6G8N, #14197; Cell Signaling Technology, 1:100; 1:50 for ChIP), anti-E-cadherin (610181; BD, 1:200), anti-ChroA (Abcam, 1:300), anti-Mmp7 (Santa Cruz Biotechnology, 1:100), anti-GFP (ab6673; Abcam, 1:500), anti-Ki67 (MA5-14520; Thermo Fisher Scientific, 1:300), anti-BrdU (ab6326; Abcam, 1:100), anti-cleaved Caspase-3 (#9661; Cell Signaling Technology, RRID:AB_2341188, 1:400), anti-β-catenin (610153; BD, 1:300 for IHC, 1:1,000 for Western blot), anti-Lyz (A0099; DAKO, 1:500), anti-ITF (sc-18272; Santa Cruz Biotechnology, 1:300), anti-phospho-Erk1/2 (#4370; Cell Signaling Technology, RRID:AB_2315112, 1:200 for IHC), anti-phospho-Erk1/2 (M8159; Sigma-Aldrich, RRID:AB_477245, 1:3,000 for Western Blot), anti-Erk1/2 (9102; Cell Signaling Technology, RRID:AB_330744, 1:1,000 for Western Blot), anti-phospho-Mek1/2 (9154; Cell Signaling Technology, RRID:AB_2138017, 1:1,000 for Western Blot), anti-Mek1/2 (4694; Cell Signaling Technology, RRID:AB_10695868, 1:1,000 for Western Blot), anti-α tubulin (Sigma-Aldrich, 1:10,000 for Western Blot), anti-GATA6 (Cat. no. AF1700; R&D Systems, RRID:AB_2108901, 1:100–1:500), anti-GATA4 (sc-25310; Santa Cruz Biotechnology, RRID:AB_627667, 1:200), anti-H3K4me3 (#9727; Cell Signaling Technology, RRID:AB_561095, 1:50 for ChIP), anti-H3K27me3 (#07-449; Millipore, RRID:AB_310624, 5 μg for ChIP), and rabbit monoclonal IgG control (#3900; Cell Signaling Technology, RRID:AB_1550038). For immunofluorescence and IHC, cyanine-labelled secondary antibodies (Jackson ImmunoResearch) and HRP-conjugated polymer and DAB reagent (DAKO) were used.

### RNA preparation for RT–PCR analysis

Total RNA from organoids and snap-frozen tissue was isolated by Trizol extraction (Invitrogen) or with the NucleoSpin RNA isolation kit (Macherey-Nagel). DNA contaminations were removed by DNase1 digestion (Invitrogen) in the presence of RNase inhibitor (RNase Out; Invitrogen), and RNA was purified via phenol/chloroform extraction. For qRT-PCR, up to 5 μg of total RNA were reverse-transcribed with random hexamer primers (Invitrogen) and MMLV reverse transcriptase (200 U/μl; Promega). qRT-PCR was performed in a total volume of 20-μl SYBR green reaction mix (Roche Diagnostics) containing 0.25 μM of forward and reverse primers each in a CFX96-C1000T thermal cycler (Bio-Rad): 2 min at 50°C and 2 min at 95°C followed by 42 cycles of 15 s at 95°C and 1 min at 60°C. All reactions were performed as duplicates. Expression of target genes in treated versus control samples relative to the endogenous reference *GAPDH* was calculated using the ΔΔC_t_ method. Primer sequences used for qRT-PCR are listed in Table S2.

Table S2 Primer sequences for qRT-PCR.

### Quantification and statistical analysis

All data are presented as mean ± SEM unless otherwise indicated. Statistical details of the experiments can be found in the figure legends. Graphs and statistics were generated with GraphPad Prism software. Tests for normal distribution were performed with D’Agostino-Pearson and Shapiro–Wilk tests. Significance (*P*-values) was determined with Mann–Whitney *U* test (two-tailed), two-tailed *t* test or ordinary one-way ANOVA. No statistical method was used to estimate sample size, and no specific randomization or blinding protocol was used. N indicates the numbers of independent biological replicates per experiment unless otherwise indicated. *P*-values ≤ 0.05 were considered statistically significant (*P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001).

## Data Availability

The dataset produced in this study is available in the following database: RNA seq data: Gene Expression Omnibus GSE177047.

## Supplementary Material

Reviewer comments

# Supplementary material for: Epigenetic modifier balances Mapk and Wnt signalling in differentiation of goblet and Paneth cells
**Source:** Life Sci Alliance. 2022 Jan 21;5(4):e202101187. doi: 10.26508/lsa.202101187
**Supplement:** Supplementary file 2

### Supplementary Table 1: Primer sequences for ChIP-qPCR.

| ChIP-qPCR primer | sequence (5’-3’) |
| --- | --- |
| GATA6 TSS fwd | GGGTCGCTAGCCAGGTCA |
| GATA6 TSS rev | AGGCAGACAATGAGAGCCGC |
| GATA6_Mll1 fwd | CACAAGCTCTCCGCATTGCC |
| GATA6_Mll1 rev | GCCCCAGAGAGAAATGCAACT |
| TAL1 +70 fwd (Salz *et al*, 2014) | GTGGCCACAAAGCAAGGAAT |
| TAL1 +70 rev (Salz *et al*, 2014) | TCTCTGGAATCTCCAAGGCAA |

# Supplementary material for: Epigenetic modifier balances Mapk and Wnt signalling in differentiation of goblet and Paneth cells
**Source:** Life Sci Alliance. 2022 Jan 21;5(4):e202101187. doi: 10.26508/lsa.202101187
**Supplement:** Supplementary file 3

### Supplementary Table 2: Primer sequences for qRT-PCR.

| RT-PCR primer | species | sequence (5’-3’) |  |
| --- | --- | --- | --- |
| Axin2_fwd | mouse | AGTCAGCAGAGGGACAGGAA |  |
| Axin2_rev | mouse | CTTCGTACATGGGGAGCACT |  |
| ChgA_fwd | mouse | AGAAGTGTTTGAGAACCAGAGCCC |  |
| ChgA_rev | mouse | TTGGTGATTGGGTATTGGTGGCTG |  |
| EphB2_fwd | mouse | ACTATGAGAAGCAGGAGCTCAGT |  |
| EphB2_rev | mouse | GCTCAAACCCCCGTCTGTT |  |
| EphB3_fwd | mouse | TTCACGACAGTGGGTGACTG |  |
| EphB3_rev | mouse | CGTTGGAGCTGAGTGTCAGA |  |
| Gapdh_fwd (Heuberger *et al*, 2014) | mouse | AAATGGTGAAGGTCGGTGTGAACG |  |
| Gapdh_rev (Heuberger *et al*, 2014) | mouse | TGATGACAAGCTTCCCATTCTCGG |  |
| Gata4_fwd | mouse | AAACGGAAGCCCAAGAACCT |  |
| Gata4_rev | mouse | ACACAGTACTGAATGTCTGGGA |  |
| Gob5_fwd (Heuberger *et al*, 2014) | mouse | TGAAATTGTGCTGCTGACCGATGG |  |
| Gob5_rev (Heuberger *et al*, 2014) | mouse | TGCTGCGAAAGCATCAACAAGACC |  |
| Hes1_fwd | mouse | TGGAAATGACTGTGAAGCACCTCC |  |
| Hes1_rev | mouse | TTGATCTGGGTCATGCAGTTGGC |  |
| Itf_fwd | mouse | TGGGATAGCTGCAGATTACGTTGG |  |
| Itf_rev | mouse | TTTGAAGCACCAGGGCACATTTGG |  |
| Klf4_fwd | mouse | TTAGGCTGTTCTTTTCCGGGGCCACGA |  |
| Klf4_rev | mouse | TTAGGCTGTTCTTTTCCGGGGCCACGA |  |
| Krt20_fwd | mouse | AACTGGCAATGCAGAACCTGAACG |  |
| Krt20_rev | mouse | TAGCATTGTCAATTCGCAGGACGC |  |
| Lyz_fwd (Heuberger *et al*, 2014) | mouse | GCAGCCATACAATGTGCAAAGAGG |  |
| Lyz_rev (Heuberger *et al*, 2014) | mouse | TTTGCCCTGTTTCTGCTGAAGTCC |  |
| Math1_fwd (Shroyer *et al*, 2005) | mouse | ATGCACGGGCTGAACCA |  |
| Math1_rev (Shroyer *et al*, 2005) | mouse | TCGTTGTTGAAGGACGGGATA |  |
| Mll1_fwd | mouse | TGAGCTGCAGATGACTGGTTA |  |
| Mll1_rev | mouse | CCAGAGCATCAGAGGAGAGC |  |
| Mmp7_fwd | mouse | AGGAGTGAACTTCCTGTTTGCTGC |  |
| Mmp7_rev | mouse | TTCTGAATGCCTGCAATGTCGTCC |  |
| Muc2_fwd (Heuberger *et al*, 2014) | mouse | TGTGATGCCAATGACAAGGTGTCC |  |
| Muc2_rev (Heuberger *et al*, 2014) | mouse | ACCACAATGTTGATGCCAGACTCG |  |
| Neurog3_fwd | mouse | ACGCAATTTACTCCAGGCGA |  |
| Neurog3_rev | mouse | GAGGCGCCATCCTAGTTCTC |  |
| Spdef_fwd (Heuberger *et al*, 2014) | mouse | AACATGTATCCCGACGATAGCAGC |  |
| Spdef_rev (Heuberger *et al*, 2014) | mouse | TCAATATCTTTCAGGACCTCGCCC |  |
| Syp_fwd | mouse | TTGGCTTCGTGAAGGTGC |  |
| Syp_rev | mouse | CTGCCGCACGTAGCAAAG |  |
| MATH1_fwd | human | CAGCTGCGCAATGTTATCCC |  |
| MATH1_rev | human | TTGTAGCAGCTCGGACAAGG |  |
| GAPDH_fwd | human | AAGGTGAAGGTCGGAGTCAA |  |
| GAPDH_rev | human | AATGAAGGGGTCATTGATGG |  |
| GATA6_fwd | human | TGCCAACTGTCACACCACAA |  |
| GATA6_rev | human | CATAGCAAGTGGTCTGGGCA |  |

How the deposited data were processed for this re-analysis (not part of the article)

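RNA of sorted Paneth cells was measured in 4 β-cat GOF; Mll1+/- mice (controls) and 4 β-cat GOF; Mll1-/- mice (knockouts), 300 cells per sample, 10 d after induction. Samples were grouped by the genotype in their labels. Replicate numbers are names given here and pair no samples. The labels of control 4 and knockout 4 carry the same animal number, which was not used. The libraries carry 2 runs of label numbers, and controls 1 and 2 and knockouts 1 and 2 share a run, which is called a library set.

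The authors aligned the reads with GSNAP to mm10 and counted uniquely mapped reads per gene with featureCounts on Ensembl release 92. The deposited values are raw counts, whole numbers per gene and library, without normalization. The methods do not give the strand setting of the counting, so genes that overlap on either strand are treated as uncertain; 19 of the 69 genes reported under the rule below share exon bases with another gene. Shares not given beside the values are 16.8% for Syp, 16.3% for Neurog3, 14.6% for Ctnnb1, 11.5% for Mmp7 and 6.4% for Plod2. Smaller ones are 3.8% for Axin2, 3.4% for H19, 3.2% for Gfi1 and 2.3% for Kmt2a. The smallest are 2.1% for Hspa8, 1.8% for Gata6 and 1.6% for Prox1. Each is the largest share with a single other gene. The 92 spike-in rows were left out of totals and tests. Gene symbols were matched by Ensembl identifier for 53620 of 53801 genes, and the spans of 97.1% of these are the same as in the GENCODE M21 annotation of GRCm38. No pair of libraries was closer than sampling noise allows: the smallest chi-square per degree of freedom between 2 libraries was 12.13.

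Totals per library lay between 13037832 and 14380240. A count of 3 corresponds to between 0.172 and 0.352 normalized CPM, and a fold change against a group with at most 3 counts in each library is given as a lower bound. The common biological coefficient of variation was 0.376.

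Tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. From the counts, TMM factors, dispersions and quasi-likelihood fits (robust) were computed for the 13439 genes that passed filterByExpr with a minimum count of 10 and a minimum total of 15. The standard error of an edgeR log2 fold change was approximated as its size divided by the square root of F. A gene was called at an adjusted p of at most 0.05 and a log2 fold change of at least 0.5 in size, the limits of the figure legends, and at 10% false discovery rate, the limit of the methods. Gene lists were tested with limma's fry, adjusted over 15 lists: goblet, Paneth, stem, enteroendocrine, tuft, enterocyte and immune markers, Wnt targets, Wnt targets not met in Supplemental Data 1, Mapk feedback genes, secretory transcription factors, proliferation, Hox genes, fetal or regenerative genes and immediate early or stress genes. The list of Wnt targets was written after the top of Supplemental Data 1 had been read. Of 17 stromal markers 1 passed the filter, so that list was not tested. Distances and single genes were tested with exact permutation tests over the 35 splits of 8 libraries.

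The genes named are, by a rule written before the counts were examined, the 10 genes with the largest change in each direction past both thresholds with complete separation of the genotypes, the genes the paper names or labels legibly in Fig 3A and Fig S3F, and members of the lists past both thresholds. Some of these genes were tested and counted with the others and are not reported here.

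Alternatives set before the data were examined were DESeq2's size factors, upper-quartile normalization, library sizes without the 50 most abundant genes, no filter, at least 10 counts in every library, DESeq2's Wald test with and without a prior on fold changes, limma-voom with quality weights, robust=FALSE, the library set as a block, an offset for GC content, other thresholds, camera with a preset correlation of 0.01, and each library left out in turn. Chosen after seeing the data were a Y-linked covariate, thinning of all libraries to a total of 13037832, camera with an estimated correlation, and DESeq2 with a prior and no filter, which was picked after several DESeq2 settings had been set beside the fold changes of Supplemental Data 1.

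The functions were tested on simulated data with planted fold changes, and 185 changed genes, together with a planted list of 20 other genes raised 2-fold, were among the 12995 genes run. At the same cutoffs edgeR recovered 40.5% of the 185 and 64.5% of those changed 4-fold, DESeq2's Wald test 57.3% and limma-voom 37.3%. The simulated counts used edgeR's dispersion estimates and library totals only, so these shares hold for the simulation and do not rank the tests on the real counts. A first look at the real counts was taken before this test was run. The RT–PCR, organoid and imaging experiments of the paper were not analysed here.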

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

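Of the tests in this part, those of sex, GC content, abundant genes, library sets, depth, cells of the lamina propria, dissociation stress, Y-linked reads and knockout 3 were chosen only after the result was seen, and those of the split of the libraries and gene length before. The test of sex was chosen once the Xist and Y-linked counts had been seen, before its own result. The fits with a GC offset, without the 50 most abundant genes, with the library set as a block and without knockout 3 had been chosen earlier as alternatives, and only their use as tests of an explanation came later.

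Among 180 groups of 4 libraries in which the highest or lowest library was compared with the rest, 22 had a library whose gap to the nearest of the others, as a share of the whole range, was above Dixon's critical value. By chance about 9 such groups are expected, and the groups are not independent because they share libraries. Knockout 3 was the library set apart in 12 of the 22. Its share of mitochondrial counts was 2.04% against 5.98% to 6.16% in the other knockouts (gap 0.956 of the range), and its TMM factor was 0.632 against 1.22 to 1.34 (0.83). The score of Paneth cell markers was 13 against 11.6 to 11.8 (0.845), and that of stem cell markers was 3.68 against 4.9 to 5.05 (0.895). It was also the highest knockout for Plod2 (0.951), Vps37c (0.853), Lyz1 (0.859), Lyz2 (0.9), Ephb3 (0.896) and Mapk3 (0.946), and the lowest for Dkk3 (0.837) and Fabp1 (0.93). Without knockout 3, 152 genes passed both thresholds in place of 25, 24 of the 25 among them, so this library lowered the number of calls and did not carry them. It had 1037 counts on Xist and 148 on 4 Y-linked genes together, where controls 1, 2 and 4 and knockout 4, with between 1055 and 2697 counts on Xist, had between 6 and 22 on the Y-linked genes, and control 3 and knockouts 1 and 2, with between 1 and 6 counts on Xist, had between 881 and 1375. Reads or cells from a male animal could add these counts to the sample. The shares of the 4 Y-linked genes in knockout 3 differed from those in the other 7 libraries together (Fisher's exact test on 100000 simulated tables, p = 1e-04), but this sets a single library against counting noise. The origin of the Y-linked counts therefore stays open. In counts, Xist in knockout 3 was below the range of controls 1, 2 and 4 and knockout 4. In normalized CPM it was within their range, at 121.81 against 83.27 to 169.05. On that scale reads or cells from a male animal would be a smaller part of the sample. They would then leave each gene at 0.5 times its own level or more. In knockout 3, 153 of the 4329 genes with a mean of at least 10 CPM lay under 0.5 times the lowest other library, against at most 15 in each other library, and its share of mitochondrial counts and its number of genes with a count were below those of all 7 others. This argues against a male admixture as the reason why the library stands apart. Whether the sample or the mouse differed was not tested.

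In 10 groups another library was apart. Control 2 was the only control with a count for H19 (1) and for Gm29797 (1), at 1 and 2 counts. Control 4 was highest for Gulo (0.841) and lowest for Clu (0.957). Control 3 was highest for Clca1 (0.877), and control 1 for Impact (0.879). Knockout 1 was highest for Clu (0.853) and Rab3c (0.984), and knockout 4 for Fabp2 (0.947) and Krt20 (0.853). For H19, Gulo and Gm29797 the controls had at most 5 counts, so that single counts set the gap. No biological explanation was tested for these libraries.

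Of the 25 genes past both thresholds, 9 are neither labelled in the legible part of Fig S3F or Fig 3A nor named in the paper's text, 8 of them higher in the knockouts. Plod2 was at least 12.4-fold and Gm29797 at least 11-fold higher. Wfdc15b (log2 fold change 3.87), Tubb6 (3.57), Wfdc18 (3.29), Fam89a (3.15), Hebp2 (2.2) and Fbln1 (1.27) were chosen for naming after their values were seen. Hspa8 was lower (−1.56). In all 9, every knockout lay on the same side of every control.

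The 25 genes were set against technical explanations. Of the 35 splits of the 8 libraries into 4 and 4, 1, the genotypes, gave as many genes past both thresholds, and the largest number in another split was 14, with control 1 beside knockouts 1, 2 and 4. The split by library set gave 1 gene. At 10% FDR 1 of the 35 splits gave as many as the 38 genes, and the largest number in another split was 30. With the library set as a block, 20 of the 25 remained past both thresholds. With library sizes computed without the 50 most abundant genes 25 remained, and with an offset for GC content 23 did, without Hspa8 and Onecut2. The lengths of the 25 genes did not differ from those of the other genes (permutation test, p = 0.952). Total counts did differ between the genotypes: the ratio of the medians was 0.962, and the lowest control (13557350) lay above the highest knockout (13554171). With every library thinned to a total of 13037832, 23 of the 25 remained, which argues against the difference in total counts as the whole cause. Thinning evens out the totals only. The TMM-adjusted library sizes were 11142654 to 15954185 in the controls, 16486364 to 17415097 in knockouts 1, 2 and 4, and 8513090 in knockout 3. Sex was mixed within both genotypes, as Xist and Y-linked counts show. With a Y-linked covariate 10 of the 25 remained past both thresholds, and all 25 kept their sign and an unadjusted p under 0.05. Sex as the whole cause is argued against by this, and a part of the size of the effects could still be due to it in the 15 others.

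Vim and S100a6 are abundant in cells of the lamina propria, and such cells in the knockout samples are a candidate source. The collagens Col1a1, Col1a2 and Col3a1, abundant in fibroblasts, summed to at most 1.03 CPM in a knockout library, where Vim was at 66.4 CPM on average, and the stromal gene with the highest level was Pecam1, at up to 6.34 CPM in the knockouts and 5.33 in the controls. Every other stromal marker was at most 0.61 CPM in a knockout library. The immune markers were at most 0.53 CPM there, except Lyz2, Ptprc and Cd74, whose levels overlapped between the genotypes. This argues against fibroblasts, smooth muscle, endothelial and immune cells as the source. Hspa8 is a heat shock gene and fell. The list of immediate early and stress genes, of which 16 of 19 were higher, had a median log2 fold change of 0.34 (adjusted p = 0.249, fry), so dissociation stress stays open.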

How the results depend on the processing

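The alternatives with a Y-linked covariate, with thinned libraries, with an estimated correlation in camera and with DESeq2 with a prior and no filter were chosen after seeing the data, the last as the closest of several to Supplemental Data 1. No paired analysis was run. The labels of the genotypes share only 1 animal number, that of control 4 and knockout 4. The methods call the mice littermates, and the labels do not say which mice share a litter. The library numbers run in neighbouring pairs of a control and a knockout. A fit with these pairs could have been tried, and whether it would change the results stays open.

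With DESeq2's size factors, upper-quartile normalization, library sizes without the 50 most abundant genes, robust=FALSE, the library set as a block, the GC offset and thinning, between 23 and 26 genes passed both thresholds. Of the 25 genes, 25, 24, 25, 25, 20, 23 and 23 were among them. The other alternatives moved the genes changed by genotype, higher in knockout or lower in knockout, and the genes changed at 10% FDR, higher in knockout or lower in knockout. Without a filter on low counts 290 genes passed, 221 higher and 69 lower, and 383 at 10% FDR, 282 higher and 101 lower. With DESeq2's Wald test 138 passed (100 higher, 38 lower), and 190 at 10% FDR (135 and 55). With a prior these were 126 (91 and 35) and 176 (125 and 51), and with a prior and no filter 133 (99 and 34) and 202 (148 and 54). limma-voom gave 95 (78 and 17) and 176 (128 and 48). All 25 genes were among the calls of each of these. With at least 10 counts in every library, 13 genes passed, 9 of them higher, and 20 at 10% FDR, 15 of them higher. This filter tested 11 of the 25 genes, and 10 remained. With the Y-linked covariate 10 passed, 9 higher and 1 lower, and 14 at 10% FDR, 13 higher and 1 lower. With an adjusted p up to 0.5, 309 passed, 215 higher and 94 lower. Under the GC offset 4 genes were lower at 10% FDR. The cause of these shifts was not tested, apart from fewer genes tested under the stricter filter. In the simulated data, 17.6% of the calls of DESeq2's Wald test and 5.81% of those of edgeR were false. Those data were drawn with edgeR's dispersion estimates and without the spread of TMM factors, so the rates in the real counts stay unknown.

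Of the 13 Fig 3A goblet genes, 4 passed both thresholds without a filter on low counts, 2 with DESeq2's Wald test, 2 with a prior, 2 with a prior and no filter, 1 with limma-voom and 5 with an adjusted p up to 0.5. Adjusted over the list alone, 11 did.

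Each library was left out in turn, in 8 fits. Between 10 and 152 genes passed both thresholds, from 9 to 133 higher and from 1 to 19 lower, and at 10% FDR between 15 and 223, from 14 to 181 higher and from 1 to 42 lower. The highest of each came without knockout 3. Without controls 1, 2 and 3, 11, 12 and 10 genes passed, and 15 without control 4. Without knockouts 1, 2 and 4, 21, 11 and 17 passed. Of the named genes past both thresholds, Prss56, H19, Spock2, Notum, S100a6, Vim, Jaml, Nkd1, Ptn and Rbms1 passed in all 8 fits. Gulo and Plod2 lost their significance in 4 fits, Flt1 in 5, Gm29797 and Cadm1 in 6, and Hspa8, Onecut2 and Robo1 in 7, with adjusted p up to 0.17. None of these changed sign. Without knockout 3, 1 of the Fig 3A goblet genes passed, and 0 in the other fits, where 12 had an unadjusted p under 0.05 with all libraries.

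The goblet marker median was −0.16 with limma-voom, and from −0.17 to 0.22 with each library left out. It was below 0 without controls 1 and 2 and without knockout 3. The Paneth marker median stayed below 0 in all alternatives, from −0.58 without knockout 3 to −0.02 without the Defa and Gm members.

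The median of the Wnt targets stayed above 0 in all settings and left its side of the threshold in several: 0.84 (adjusted p = 0.0725) with upper-quartile normalization, 1 (0.0967) without a filter, 0.58 (0.113) with at least 10 counts in every library, 0.93 (0.102) with the Y-linked covariate, 0.78 (0.0593) with a prior and no filter, and 0.88 (0.0658) with camera and an estimated correlation. With each library left out it was from 0.79 to 1.1, past the threshold only without knockout 3. The Wnt targets not met before were past it with limma-voom (0.35), the GC offset (0.46) and camera with a preset correlation (0.42), and from 0.28 to 0.55 with each library left out, past it only without knockout 3 (0.28, adjusted p = 0.00891). The Mapk feedback genes were past it with limma-voom (0.57), the GC offset (0.47) and the preset correlation (0.45), and from 0.37 to 0.63 with each library left out, past it only without knockout 3 (0.63, adjusted p = 0.00891). Past it were also the tuft markers with the library set as a block (−0.88) and the fetal or regenerative genes with limma-voom (1.28). With each library left out these ranged from −1.36 to −0.56, not past it in any fit, and from 0.84 to 1.57, past it only without knockout 3 (1.17, adjusted p = 0.00405), and the enterocyte markers from −1.58, past the threshold without knockout 4, to −0.51. With the preset correlation 9 lists passed, with fry 1, and with the estimated correlation 0, where 15 lists were tested.

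Medians near 0 changed sign. The secretory transcription factors were at 0.01 with at least 10 counts in every library and at 0 with the GC offset, and from −0.21 to 0.15 with each library left out. The immune markers were at 0.32 with limma-voom, and from −0.53 to 0.22. The Hox genes were at −0.27 with at least 10 counts in every library and at −0.11 with limma-voom, and from −0.11 to 0.36. The Kmt2a log2 fold change was 0.03 with the Y-linked covariate, and from −0.2 to 0.15 with each library left out. Over all alternatives, leaving out a library included, the enteroendocrine markers stayed lower, from −2.22 with limma-voom to −0.55 with DESeq2's prior, the proliferation genes higher, from 0.37 to 0.89, the stem markers lower, from −0.29 to −0.07, and the immediate early or stress genes higher, from 0.16 to 0.47.

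Of the 68 single genes reported, 37 kept their direction and their side of the threshold under those alternatives, other than leaving out a library, that gave them a value. The filter of at least 10 counts in every library tested 51 of the 68, and DESeq2 with a prior and no filter gave an adjusted p for 67. With limma-voom the log2 fold change was −0.07 for Muc2, −0.19 for Atoh1, −0.43 for Spdef, −0.28 for Syp, 0 for Fabp1 and 0 for Map2k2. It was 0 for Klf4 and 0.04 for Mmp7 with the GC offset. The cause of these reversals was not tested. With each library left out, Muc2 was from −0.1 to 0.38, Klf4 from −0.17 to 0.11, Mmp7 from −0.56 to 0.11, Atoh1 from −0.21 to 0.35, Gfi1 from −0.46 to 0.15, Spdef from −0.38 to 0.28, Syp from −0.33 to 1.11, Impact from −0.07 to 0.77, Map2k2 from −0.18 to 0 and Lgr5 from −0.02 to 0.15.

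On normalized counts without the logarithm the difference of the mean distances was 30100 (exact permutation test, p = 0.343). The floor of the low genes differs between libraries: 3 counts correspond to 0.352 normalized CPM in knockout 3 and 0.172 in knockout 2. This gap follows the TMM factors, 0.632 and 1.34, and not the total counts, 13463866 and 13037832. Folds against controls with at most 3 counts are lower bounds.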

Differences from the paper's values

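The alternative with DESeq2, a prior and no filter was chosen after seeing the values; all others in this part were set before the data were examined.

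The paper gives 30 mio reads per library on average, and the deposited counts sum to 13.6 mio on average. The paper's value is a sequencing depth and the sum here counts reads assigned to genes. None of the alternatives bears on it.

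Supplemental Data 1 gives log2 fold changes of 2 fits. Of the 34 genes named here that its held part contains, all have the same sign, 18 differ in fit 1 and 20 in fit 2. The held part has only genes that rose in a fit of these same libraries, so the shared sign is not independent evidence. Apart from the genes given as lower bounds, a gene differs where the gap is larger than the standard error of the main edgeR fit. The log2 fold changes from edgeR and the paper's values of fit 1 and fit 2 were, in this order, Cadm1 2.3 against 1.91 and 1.84, Clu 4.24 against 2.16 and 2.3, Dkk3 2.54 against 1.65 and 1.71, Flt1 4.4 against 2.57 and 2.51, Gm29797 at least 3.46 against 2.3 and 2.37, Gulo 6.07 against 2.85 and 3.05, H19 at least 5.41 against 4.12 and 4.23, Notum 4.89 against 3.77 and 3.92, Plod2 at least 3.63 against 2.36 and 2.5, Prox1 2.12 against 1.62 and 1.57, Prss56 at least 6.25 against 5.21 and 5.33, Rbms1 2.88 against 2.41 and 2.38, Robo1 3.64 against 2.25 and 2.19, S100a6 4.51 against 3.62 and 3.96, Spock2 5.38 against 4.15 and 4.1, Tnfaip8 2.24 against 1.47 and 1.61, Vim 4.21 against 3.05 and 3.02, Wif1 4.03 against 2.11 and 2.17. In fit 2 alone, Nkd1 was 2.6 against the paper's 2.36 and Ptn 2.33 against the paper's 2.06. The values of Prss56, H19, Gm29797 and Plod2 are lower bounds.

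DESeq2's Wald test with a prior on fold changes brought all of these genes to within that edgeR standard error of the paper's values in both fits, except S100a6 in fit 2, which was within it without control 2 and without knockout 1. For some genes this margin is wide, such as 0.85 for Gulo and 0.8 for Clu. Other alternatives did so for a few genes: upper-quartile normalization for Nkd1 and Ptn in fit 2, limma-voom for Tnfaip8 in both, and the library set as a block for Prox1 in both. Leaving out a library did so for Cadm1, Clu, Prox1, Rbms1 and Tnfaip8 in both fits and for Nkd1 and Ptn in fit 2. None of the other alternatives closed a gap, and for Dkk3, Flt1, Gm29797, Gulo, H19, Notum, Plod2, Prss56, Robo1, Spock2, Vim and Wif1 the prior alone did. With the prior and no filter, chosen after seeing the values, Spock2 was 4.27, Notum 3.87, Gulo 3.16 and S100a6 3.73.

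Fig S3F labels Clu, Wif1, Tcf4, Prox1, Gata4 and Rab3c, which did not pass an adjusted p of 0.05 here (0.079, 0.0766, 0.0707, 0.101, 0.144 and 0.121, edgeR). Gata4 and Rab3c were lower in the knockouts and the others higher. Gata4 went from 7.85 ± 0.687 to 3.37 ± 0.729 normalized CPM (SD, n = 4 each), a log2 fold change of −1.23 (standard error 0.26). Every knockout lay below every control for Gata4, and its log2 fold change was from −1.33 to −1.13 with each library left out. All 6 passed with DESeq2's Wald test with and without a prior, with a prior and no filter, and without knockout 3. All but Clu and Gata4 also passed without a filter on low counts, and all but Clu and Rab3c with limma-voom. Clu passed with the library set as a block, Tcf4 with the GC offset, Wif1 without control 2 and Rab3c without knockout 1.

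Of the Fig 3A labels, the paper's adjusted p for fit 1 and fit 2 was 0.00646 and 0.00359 for Tnfaip8, against 0.26 here. For Tst, Cd9, Synj2, S100a16, Guk1, Zbtb8a, Pgm3 and Vps37c the paper's adjusted p was above 0.05 too, from 0.0614 to 0.34 in fit 1 and from 0.109 to 0.496 in fit 2, against 0.35 to 0.67 here. The horizontal line of Fig 3A lies at an adjusted p of about 0.5, read by eye, where its legend gives 0.05. With DESeq2's Wald test that of Tnfaip8 was 0.006, with a prior 0.00719, and with a prior and no filter 0.00547. Without a filter on low counts Tnfaip8, Cd9 and Pgm3 were among the labels that passed. Fig 3A also labels Dkk3, which passed with DESeq2, limma-voom, no filter and without knockout 3, and Pnliprp1, which passed without a filter. With an adjusted p up to 0.5, those that passed included Tnfaip8, Tst, Cd9, Fcgbp, Dkk3 and Tesc. Adjusted over the list alone, 11 of the 13 goblet labels passed.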

Other observations

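The tests of genes near Kmt2a and of a larger share of recombined cells were chosen only after the result was seen.

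The paper reports RT–PCR of Paneth and goblet cell genes in sorted cells. In the RNA sequencing, Mmp7 had a log2 fold change of −0.09 (standard error 0.39, adjusted p = 0.995, edgeR), Lyz1 of −0.21 (0.52, 0.986), Clca1, which encodes Gob5, of 0.76 (1.36, 0.979) and Axin2 of 0.9 (0.31, 0.505). In all 4 the groups overlapped. Clca1 was from 0.317 to 71.2 CPM in the controls and from 3.21 to 62.4 in the knockouts. Without control 3 its log2 fold change was 2.85, and that of Lyz1 was −0.84 without knockout 3.

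Wnt targets were higher in the knockouts. The list had a median log2 fold change of 0.88, 16 of 20 genes higher (adjusted p = 0.0435, fry over 15 lists), and 1 of the 35 splits of the libraries gave a median as large. The list was written after the top of Supplemental Data 1, made from these libraries, had been read. For the 13 tested targets not met there the median was 0.42, 9 higher (adjusted p = 0.109), again with 1 of 35 splits as large. A candidate explanation is a larger share of recombined cells with stabilized β-catenin in the knockout samples. An effect of Mll1 on these genes predicts the same rise, so that the adjusted p of 0.109 does not bear on the choice between them. They cannot be told apart, since no count here marks recombination.

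None of the other lists passed an adjusted p of 0.05 with fry. The medians of the enteroendocrine (−1.42, 21 of 22 lower, adjusted p = 0.109), tuft (−0.85, 13 of 14 lower, 0.238) and enterocyte markers (−0.73, 9 of 12 lower, 0.151) were below 0, and 2, 7 and 5 of the 35 splits gave medians as large. Fewer cells of all types other than Paneth cells would lower the goblet markers too, whose median was 0.1 (27 of 35 splits). The enteroendocrine score minus the goblet score was lower in the knockouts by 1.71, a difference of −1.71 (exact permutation test, p = 0.0571), so that a smaller share of all such cells may contribute and cannot be told apart. The Paneth markers (−0.14; 29 of 35 splits), the stem markers (−0.15, adjusted p = 0.645; 21), the secretory transcription factors (−0.04, 0.645; 29), the immune markers (−0.24, 0.642; 20) and the Hox genes (0.15, 0.473; 21) moved little. The proliferation genes (0.67, 21 of 21 higher, 0.226; 3), the fetal or regenerative genes (0.94, 7 of 8 higher, 0.151; 2), the Mapk feedback genes (0.45, 11 of 13 higher, 0.109; 5) and the immediate early or stress genes (0.34; 5) were higher. For the Fig 3A goblet labels, 1 of the 35 splits gave a median as large as 0.8, but the labels were chosen on these libraries, so that this split count decides nothing.

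Of the 143 tested genes within 10 Mb of Kmt2a, 3 passed both thresholds (Jaml, Cadm1 and Hspa8), against 22 of 13295 elsewhere (Fisher's exact test, p = 0.00229). Within 5 Mb it was 3 of 69 (p = 0.000275, Fisher's exact test) and within 20 Mb 3 of 261 (p = 0.0121, Fisher's exact test). They lie 0.2, 2.65 and 3.99 Mb from Kmt2a. Of the 3, only Jaml passed in all 8 fits that left out a library. Cadm1 lost its significance in 6 of these fits and Hspa8 in 7. Hspa8 also fell short with the GC offset and with the Y-linked covariate. The Fisher tests were not repeated on those fits, so their p-values hold for the calls with all libraries only. DNA of the strain in which the floxed allele was made, carried along with it, may change genes near it. The controls carry 1 floxed allele as well. If each copy acted on its own, such DNA could raise a gene at most 2-fold in the knockouts. Cadm1 rose more (log2 fold change 2.3, standard error 0.33, from 2.1 to 2.49 with each library left out). On that assumption this argues against flanking DNA as the whole cause for Cadm1. For Jaml and Hspa8, which fell, it stays open beside an effect of Mll1. Jaml had at most 10 counts in a knockout.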
